# TGFα-EGFR pathway in breast carcinogenesis, association with WWOX expression and estrogen activation

**DOI:** 10.1007/s13353-022-00690-3

**Published:** 2022-03-15

**Authors:** Karolina Pospiech, Magdalena Orzechowska, Magdalena Nowakowska, Dorota Anusewicz, Elżbieta Płuciennik, Katarzyna Kośla, Andrzej K. Bednarek

**Keywords:** Estrogen receptor, Breast cancer, WW domain-containing oxidoreductase, nAnT-iCAGE, MCF7 cells, BT20 cells, MDA-MB-231 cells, T47D

## Abstract

WWOX is a tumor-suppressive steroid dehydrogenase, which relationship with hormone receptors was shown both in animal models and breast cancer patients. Herein, through nAnT-iCAGE high-throughput gene expression profiling, we studied the interplay of estrogen receptors and the WWOX in breast cancer cell lines (MCF7, T47D, MDA-MB-231, BT20) under estrogen stimulation and either introduction of the *WWOX* gene by retroviral transfection (MDA-MB-231, T47D) or silenced with shRNA (MCF7, BT20). Additionally, we evaluated the consequent biological characteristics by proliferation, apoptosis, invasion, and adhesion assays. TGFα-EGFR signaling was found to be significantly affected in all examined breast cancer cell lines in response to estrogen and strongly associated with the level of *WWOX* expression, especially in ER-positive MCF7 cells. Under the influence of 17β-estradiol presence, biological characteristics of the cell lines were also delineated. The study revealed modulation of adhesion, invasion, and apoptosis. The obtained results point at a complex role of the *WWOX* gene in the carcinogenesis of the breast tissue, which seems to be closely related to the presence of estrogen α and/or β receptors.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13353-022-00690-3.

## Introduction

Worldwide, breast cancer (BC) is not only the most often diagnosed tumor type among women, but also is the main causative of death due to oncological disorders (World Cancer Report et al. 2014). Data published in March 2019 by the Global Cancer Observatory (GLOBOCAN) show that there were 2 088 849 cases of breast cancer diagnosed, and 626 679 deaths due to this type of tumor in the year 2018 (Sharma 2021).

BC is a clinically and morphologically highly heterogeneous disease that differs in prognosis and response to treatment. Advances in the molecular and genetic field enhanced understanding of molecular pathways and genetic changes underlying breast cancer carcinogenesis, leading to more advanced and targeted BC management. One of the first breakthroughs in its treatment was made over a hundred years ago when it was found to be the hormone-dependent type of cancer (Beatson 1896). Indeed, up to now, hormone therapy is the oldest systemic management of BC. This phenomenon was for the first time associated with the presence of estrogen receptors in the late 1960s, upon their discovery (Toft and Gorski 1966; JENSEN 1962). Further studies of ER receptor confirmed not only its association with physiologic developmental and differentiation changes undergoing in the mammary gland but also with hormone sensitivity of breast cancer (Heldring et al. 2007).

ER receptors belong to a large family of nuclear receptors; however, for many years, it was believed that only one ER exists. In 1996, new estrogen-specific receptor was discovered, and was termed ERβ, and already known receptor ERα (Kuiper et al. 1996; Mosselman et al. 1996). Both have a similar structure, though are encoded by different genes—*ESR1* and *ESR2*—found at different chromosomal locations (chromosome 6 and 14, respectively). They also differ in tissue distributions, post-translational modifications, and cellular localization in healthy and malignant tissues (Burns and Korach 2012).

Currently, ERα is considered a key player in BC outgrowth and in developing anti-hormonal resistance. On the other hand, the exact role of ERβ in breast cancer is not yet fully understood; however, its discovery possibly explains ambiguous estrogen action in ERα-negative tissues.

Signal transduction through ER begins with binding with its ligand (estrogens), which results in a conformational change in receptor structure, enabling direct binding with specific DNA sequences, named estrogen response elements (ERE), promoting transcription of target genes. Apart from that classical pathway, ERs can interact with transcription factors Fos/Jun activating transcription at AP-1 sites (Kushner et al. 2000) or SP-1 at GC-rich (Sp1) promoter elements (Saville et al. 2000). What is interesting, unlike for ERE, signal transduction via AP-1 is opposite for both estrogen receptors—in case estradiol, ERα binding transcription activation is observed, whereas for ERβ, it is inhibited (Paech et al. 1997). Transcription of genes can be also influenced without ligand binding, through ER receptor phosphorylation (Heldring et al. 2007).

Estrogens are crucial for the development and maintenance of the reproductive system and proper sexual activity. But their biological range of action is much broader—encompasses both sexes and pertains to cardiovascular, musculoskeletal, immune, and central nervous systems (Heldring et al. 2007). Structurally, ligand-binding domains of both receptors display 53% homology but they differ only by two amino acid residues. This is sufficient for distinctive affinity towards various ligands (Abderrahman and Jordan 2018). Almost equal and very high affinity for ERα and ERβ was observed in the case of 17β-estradiol (E2). Other endogenous estrogens exhibit much lower affinity than estradiol, yet estrone (E1) binds preferentially to ERα, whereas estriol (E3) to ERβ (Kuiper et al. 1997).

ERα status is the most important predictor of breast cancer prognosis. ERα as a prognostic marker in BC is associated with increased survival in ERα-positive tumors, due to sensitivity to anti-estrogen therapy (Burns and Korach 2012).

The *WWOX* tumor suppressor gene coding region is located on chromosome 16q23.3–24, which is recognized as the one of the most common fragile sites of genetic change in breast cancer (Chen et al. 1996). Moreover, a decline in *WWOX* expression corresponds to shorter disease-free survival (DFS) and overall survival (OS) of BC patients (Guler et al. 2005), and gene was proposed as a potential prognostic marker in this tumor type (Pluciennik et al. 2010; Aldaz et al. 2014).

WWOX protein possesses enzymatic SDR (short-chain dehydrogenase/reductase) domain, with the coenzyme NAD(H)/NADP(H) binding site and two WW domains at the NH2 terminus (Bednarek et al. 2000, 2001). In Eukaryotes, proteins with WW domains are involved in numerous cellular processes, associated with cellular signaling, protein transport, transcription, and RNA processing. Indeed, for WWOX, there were over 40 partners identified, among them several transcription factors: such as P73 (Salah et al. 2010), AP2-gamma (Aqeilan et al. 2004a), c-Jun (Gaudio et al. 2006), DVL-2 (Bouteille et al. 2009), and RUNX2 (Aqeilan et al. 2008).

Analysis of the WWOX expression pattern in normal human tissues showed the highest expression in the testis, prostate, and ovary, and significantly lower in other tissues (Bednarek et al. 2000). In another wide range analysis, the highest expression was observed in the fallopian tubes, ovaries, mammary gland epithelial cells, endometrial, prostate, testes, liver, stomach, salivary glands, adrenal gland, thyroid, parathyroid, pituitary, cerebellum, and brain cells (Nunez et al. 2006). The highest expression observed in hormone-regulated tissues, additionally with the presence of an enzymatic dehydrogenase/reductase domain, suggested that its protein product may act as steroid dehydrogenase involved in the metabolism of steroid hormones (Bednarek et al. 2000; Duax and Ghosh 1997). Later on, the *WWOX* gene product was classified more precisely as 17β-hydroxysteroid dehydrogenase (Kallberg et al. 2002; Marijanovic et al. 2003). It was shown that WWOX fusion protein was active in the presence of both NAD + and NADP + towards steroid substrates such as 17β-estradiol, estrone, progesterone, and testosterone; however, its purification without losing activity has proved unsuccessful, suggesting that WWOX protein is in vivo present only in liaison with other cellular proteins (Saluda-Gorgul et al. 2011).

That WWOX protein participates in sex steroid metabolism, which was reinforced in animal studies (Chang et al. 2005). WWOX knocking-out in mice leads to deficiency in Leydig cell formation, untraceable levels of serum testosterone, decreased theca cell proliferation, and undersized ovarian follicles, which all point to the significant role of WWOX in steroidogenesis and proper gonadal function. In the same study, researchers revealed differential expression of 15 steroidogenesis-associated genes associated with WWOX absence (Aqeilan et al. 2009).

WWOX was correlated with estrogen receptor status in several studies. Immunohistochemical staining of archived BC specimens (*n* = 97) revealed reduced WWOX staining was more common in tumors with less favorable ER-negative (ER −) status (*p* = 0.033). Whereas 30.4% of cancer cases with normal WWOX staining showed negative or almost negative for estrogen receptors, 56.3% ER − tumors and less than 25% ER-positive (ER +) tumors exhibited low WWOX expression (Guler et al. 2009). Another study confirmed those results in a group of 16 human normal breast epithelium samples, 15 DCIS tumors, and 203 invasive breast cancer cases. A significant correlation (*p* = 0.0054) between WWOX level and ER status was observed, with the proportion of 46% ER − cases to 27% ER + breast carcinomas being negative for WWOX. When WWOX-deficient cases were analyzed together with nearly negative, the difference became more convincing (*p* = 0.003), with 73% of ER − cases to 51% of ER + cases (Nunez et al. 2005).

Level of *WWOX* expression correlated both with estrogen and progesterone receptor status in a study, where 132 breast cancer cases were evaluated utilizing quantitative real-time RT-PCR. The ER + tumors had *WWOX* expression several times higher than the ER − , which was also true for PR + cancers vs. PR − and ER + PR + tumors in relation to ER-PR − cases (Pluciennik et al. 2006). Positive and high relation of *WWOX* expression and with ER (*p* < 0.001) and PR (*p* = 0.001) was further confirmed by Guler G et al. through immunohistochemistry staining of tissue microarrays constructed from 837 breast cancer blocks (Guler et al. 2009).

Association of WWOX and hormone receptors was shown on an animal model as well. WWOX heterozygous C3H mammary tumor-susceptible mice (WWOX(C3H) + / −) exhibited loss of estrogen and progesterone receptors (Abdeen et al. 2011).

As we known, one allele of *WWOX* is deleted in more than 70% breast cancers and increasing WWOX expression in breast cancer cell lines reduce aggressiveness in animal xenografts. Therefore, we decided to find how WWOX expression differentiation affects global gene expression changes in association with estrogen.

Herein, we have tried to assess the relationship between the presence of estrogen receptors and the *WWOX* gene in breast cancer cell lines. The study was based on MCF7 and T47D estrogen-responsive cell lines, as well as MDA-MB-231 and BT20 estrogen-unresponsive cell lines, for which depending on native expression, the *WWOX* gene was either induced by retroviral transfection (MDA-MB-231, T47D) or silenced with shRNA (MCF7, BT20), and changes in the phenotype were estrogen-stimulated. We have employed nAnT-iCAGE methodology for high-throughput gene expression profiling.

MCF-7 breast cancer cell line is ERα-positive, which exhibits high proliferative potential under estrogen influence. Moreover, it shows one of the highest *WWOX* gene expressions among all studied breast cancer cell lines. On the other hand, BT-20 is recognized as an ERα-negative cell line, although estrogen receptor mRNA is expressed, but with exon 5 deletion (Castles et al. 1993). Additionally, *WWOX* expression for BT-20 is relatively high. T47D cell line possesses functional estrogen alpha receptor and exhibits a low expression of the investigated gene. Conversely, MDA-MB-231 cell line is well acknowledged as being ERα − , but ERβ + , and is an excellent model for *WWOX* gene studies for one of the lowest native expressions of this gene (Vladusic et al. 2000).

Under the influence of 17β-estradiol presence, we have also assessed biological characteristics of the cells, such as adhesion to extracellular matrix (ECM) proteins, invasion, proliferation, and apoptosis. These findings may implicate in the prediction of BC outcomes arising from biological consequences of the crosstalk between WWOX and ER during breast carcinogenesis. It also reveals new therapeutical opportunities due to identified aberrations of signaling pathways (e.g., EGFR) in response to ER signaling.

## Materials and methods

### Cell lines and culture conditions

T47D and MCF7 breast cancer cell lines were obtained from the American Type Culture Collection (ATCC), and grown according to the manufacturer’s protocol in RPMI-1640 Medium (Gibco) with 2 mM L-glutamine (Gibco), 10 mM HEPES, 1 mM sodium pyruvate, 4500 mg/L glucose, and 1500 mg/L sodium bicarbonate supplemented with 10% heat-inactivated fetal bovine serum (Gibco), antibiotics (Gibco, 0.05 mg/mL penicillin; 0.05 mg/mL streptomycin; 0.1 mg/mL neomycin), and human insulin (ITS insulin/transferrin/selenous acid Premix, BD Biosciences), in a humidified atmosphere containing 5% CO2 at 37 °C.

BT20 breast carcinoma cell line was obtained from CLS (Cell Lines Service GmbH, Eppelheim, Germany) and grown according to the manufacturer’s protocol in DMEM: Ham’s F12 medium (1:1 mixture) supplemented with 2 mM L-glutamine (Gibco), 10% heat-inactivated fetal bovine serum (Gibco), and antibiotics (Gibco, 0.05 mg/mL penicillin; 0.05 mg/mL streptomycin; 0.1 mg/mL neomycin) in a humidified atmosphere containing 5% CO2 at 37 °C.

Mammary gland adenocarcinoma cell line MDA-MB-231 was obtained from the American Type Culture Collection (ATCC) and was cultured in Advanced DMEM (Dulbecco’s modified Eagle’s medium) with 10% heat-inactivated fetal bovine serum, 4500 mg/L glucose, 2 mM L-glutamine, 1 mM sodium pyruvate, 10 mM HEPES buffer, and antibiotics (penicillin, 50 U/mL; streptomycin, 50 µg/mL; and neomycin, 100 µg/mL), in a humidified atmosphere of 5% CO2 at 37 °C.

For estrogen influence assays, cells were incubated for 48 h in above-listed culture media deprived of phenol red, supplemented with 10% charcoal stripped serum (Gibco). Cells were then treated either with 10^−8^ M 17β-estradiol (Sigma) or vehicle control (i.e., equivalent amounts of ethanol). Apart from untreated (time 0), samples were collected at 24 h after treatment.

### Stable retroviral transfection

The *WWOX* gene cDNA was introduced into T47D and MDA-MB-231 breast cancer cells via retroviral transfection, in which PT67 packaging line was used to produce the pLNCX2 retroviral vector with the cloned *WWOX* gene. T47D and MDA-MB-231 cells were grown up to 40% confluence and subsequently infected with 106 CFU/mL viruses suspended in culture medium supplemented with polybrene as a vehicle (8 μg/mL, Sigma-Aldrich). After 24-h incubation, stable transfectants were selected with 400 μg/mL G418 (Sigma-Aldrich) for 3 weeks, and transfection efficiency was confirmed by western blot analysis. A pool of stable transfectants was used for further biological experiments.

### Stable lentiviral transduction

MCF7 and BT20 breast cancer cells were plated in 24-wells plate at 4 × 104 cells in 1 mL growth medium 24 h prior to transduction. Subsequently cells were incubated in serum- and antibiotic-free media supplemented with polybrene (6 μg/mL and 4 μg/mL, respectively) with GIPZ lentiviral WWOX shRNA particles (Thermo Fisher Scientific, catalog no. VGH5523, clones ID: V2LHS_115633, V2LHS_255229 and V2LHS_411864), and GIPZ Non-silencing Lentiviral shRNA Control (catalog no. RHS4348) at MOI 5 (multiplicity of infection) for 24 h according to the manufacturer’s protocol.

Transduction efficiency was determined by the green fluorescence protein (GFP) positive cells, by means of fluorescence microscopy using a FLoid Cell Imaging Station (Life Technologies Corp.). Twenty-four hours after infection, 2 μg/mL puromycin (Life Technologies) was added for cell selection. Stable cell lines were obtained after 2 weeks. A pool of stable transductants was used for further experiments.

### Western blot analysis

For cell lysis and total protein extraction, RIPA protein extraction buffer supplemented with 1 mM phenylmethylsulfonyl fluoride (Sigma-Aldrich) and protease and phosphatase inhibitor cocktails (Sigma-Aldrich) was used. Protein concentration was determined by the Bradford method (Bio-Rad Laboratories). Sixty micrograms of extracted proteins was resolved on 10% SDS-PAGE (Bio-Rad Laboratories) and transferred on PVDF membranes (Sigma-Aldrich) by semi-dry blotting (Whatman; Biometra GmbH, Göttingen, Germany). The membranes were blocked for 1 h in 5% non-fat milk (Sigma-Aldrich) and incubated at 4 °C, overnight with a primary antibody (1:200 goat polyclonal anti-WWOX, Santa Cruz Biotechnology, cat. no. sc-20529). Subsequently, the membranes were washed with Tris-buffered saline-Tween 20 (TBST) buffer and incubated with the secondary antibody (1:15,000 anti-goat IgG, Sigma-Aldrich, cat. no. A4187) conjugated with alkaline phosphatase for 1 h at room temperature, followed by washes with TBST and developed with Novex® AP Chromogenic Substrate (Life Technologies). As a reference, mouse anti-GAPDG monoclonal antibody was used (1:1000; Santa Cruz Biotechnology, cat. no. sc-59540). The relative protein amount was assessed with ImageJ (Schneider et al. 2012) based on the integrated density of the bands.

### nAnT-iCAGE library preparation and sequencing

Libraries for next-generation sequencing (NGS) were prepared according to nAnT-iCAGE protocol (Murata et al. 2014). Briefly, 5 μg of total RNA was reverse transcribed using random N6 primer with 3-bp anchor and SuperScript III reverse transcriptase (Invitrogen), followed by oxidation of cap structure with sodium periodate (Sigma) and biotinylation with biotin (Long arm) hydrazide (Vector Laboratories). Subsequently, single-stranded RNA was digested with RNase I (Promega), whereas biotinylated RNA/cDNA duplexes were captured using magnetic streptavidin beads (Dynabeads® M-270 Streptavidin; Invitrogen). Unbound RNA/cDNA hybrid molecules were washed away, and single-stranded cDNA released by treatment with RNase H (Invitrogen), RNase I (Promega), and heat, followed by both end linker ligation—barcoded 5′ linker and 3′ linker. Eight different barcodes were used in the procedure. Second strand was synthesized by nAnT-iCAGE 2nd primer, which anneals to 5′ linker. Final products were assessed for their quality by means of Agilent Bioanalyzer High Sensitivity DNA kit (Agilent Technologies) and their concentration by Quant-iT™ PicoGreen® dsDNA Kit (Invitrogen). Five ng libraries were sequenced on NextSeq 550 Illumina sequencer and NextSeq 500/550 High Output Kit, 75 reads. Samples for cluster generation were prepared according to (CAGE^TM^ Preparation Kit n.d.).

### nAnT-iCAGE data processing and expression analysis

Processing and analysis of sequenced nAnT-iCAGE data was done with the workflow proposed by the Data Analysis Center of the Cell Innovation Program (https://cell-innovation.nig.ac.jp/maser/Applications/CAGE-seq_en.html), employing Galaxy—an open source, web-based platform (Afgan et al. 2018). Briefly, FASTQ sequenced data files were first assessed for proper quality by FastQC tool (Andrews n.d.) and split by a barcode sequence by means of Barcode Splitter tool (Gordon n.d.). Subsequently, AfterQC tool was used for filtering, barcode trimming, error removal, and quality check of fastq files (Chen et al. 2017). Burrows-Wheeler Alignment tool (BWA) (Li and Durbin 2009) was used for reads alignment and mapping to the human reference genome (GRCh38). The data were recorded in SAM (Sequence Alignment/Map) format, transformed to BAM (Binary Sequence Alignment Map) files and alignments sorted by means of SAMtools package (Li et al. 2009a). CAGEr R package (Haberle et al. 2015) was employed for identification of transcription start sites (TSS) and their usage frequency, raw tag count normalization, and construction of promoterome. Full genome sequences for human “BSgenome.Hsapiens.UCSC.hg38” were used (Team 2020). For each experimental point, at least 1.5 × 10^−6^ transcripts mapped to the human genome were obtained. Finally, gene expression is shown as TPM (transcript counts per million transcripts mapped). Statistical analysis of differentially expressed genes was performed using NOIseq algorithm (Tarazona et al. 2015).

ERα and ERβ target gene list was downloaded from Harmonizome database (Rouillard et al. 2016). For ERα, 1791 ENCODE-verified target genes were analyzed and for ERβ, it was 419 ChEA-verified target genes. Differential expression between experimental points was assayed using UpSetR software (Conway et al. 2017). Gene ontology analysis was performed with ShinyGO web tool at (Ge et al. 2020).

### Proliferation and apoptosis assay

A triplex test simultaneously evaluating cellular redox potential (data not shown), proliferation (data not shown), and apoptosis of the cells was used in order to reduce population and systematic discrepancies between cell cultures. Apoptosis was assessed with the DELFIA® DNA fragmentation assay (PerkinElmer), which exploit terminal deoxynucleotide transferase dUTP nick end labeling (TUNEL reaction) and samarium-labeled streptavidin.

Ten thousand cells/well were incubated for 48 h in culture media deprived of phenol red, supplemented with 10% charcoal stripped serum (Gibco) on a white, clear bottom 96-well plates. Cells were then treated either with 10^−8^ M 17β-estradiol (Sigma) or vehicle control (i.e., equivalent amounts of ethanol). Samples were collected at time 0 (untreated) and 24 h after treatment.

### Adhesion assay

Adhesion assay evaluating capability of cells to adhere to four extracellular matrix (ECM) proteins—fibronectin, collagen I, collagen IV, and laminin—was carried out in order to assess the ability of the cells to integrate into the ECM. After 48-h incubation of cells in culture media deprived of estrogens (without phenol red, supplemented with 10% charcoal stripped serum) and subsequent treatment with 10^−8^ M 17β-estradiol (Sigma) or vehicle control, the cells were seeded in serum free media at the density of 300 000 cells/well on the 24-well plates coated with selected ECM proteins and uncoated control (Corning® Biocoat™ 24 well clear Flat Bottom TC-Treated Multiwell Plates; cat. no. 354411, 354,408, 354,430, 354,412) and allowed to adhere for 90 min at 37 °C. Adherent cells were stained with 0.09% crystal violet, the stain extracted with 10% acetic acid and quantified colorimetrically.

### Invasion assay

The invasive potential of the investigated cells was evaluated using the colorimetric CytoSelect™ 24-well invasion assay (Cell Biolabs, Inc.). The assay contains a membrane coated with a layer of basement membrane matrix solution and allows for discrimination of invasive cells. The cells were seeded on inserts placed in a 24-well plate at a density of 300 000 cells/well and left to invade for 48 h (according to the manufacturer’s protocol). Next, the cells that crossed the membrane were dyed and their number was analyzed colorimetrically.

### Statistical analysis

Data was presented as the means ± standard error. Statistical significance between the samples was assessed using the Aspin-Welch *t* test and recognized as being statistically significant at a confidence level > 95% (*p* < 0.05). All the statistical analyses were performed using Statistica 12 software (StatSoft Inc.).

## Results

### WWOX expression evaluation

The successfulness of WWOX protein level down- and upregulation was confirmed by western blot analysis before any assays (Fig. 1). The increase in relative WWOX protein expression for T47D and MDA-MB-231 cell lines was 2.68 and 5.58, respectively, whereas a decrease of WWOX protein expression for MCF7 and BT20 cell lines was 3.89 and 6.00, respectively.

**Fig. 1:**
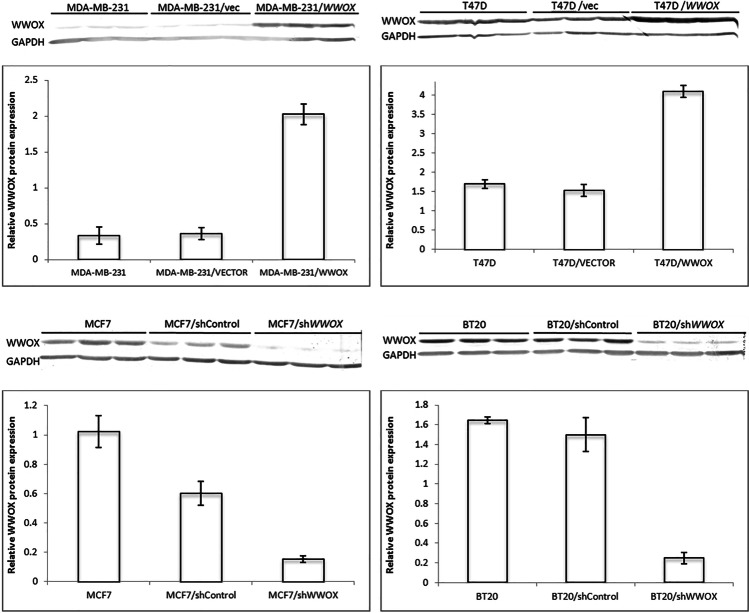
Relative WWOX protein expression levels after upregulation by retroviral transfection (top panel) and downregulation by lentiviral transduction (bottom panel). T47D and MDA-MB-231 cell lines were transduced using retroviral vector carrying *WWOX* cDNA. MCF7 and BT20 wild-type cells showing high WWOX expression were transduced using lentiviral vector harboring WWOX shRNA. More detailed description may be found in the “Materials and methods” section

### WWOX-ER interplay in adhesion, invasion, and apoptosis

All the cell variants, for which stable modulation of WWOX expression was observed, were treated with 17β-estradiol (or equivalent amounts of ethanol, further in text denoted as VC, standing for vehicle control) in time points (*t* = 0 h, *t* = 24 h) and sequenced. Due to low sequencing quality for T47D, this cell line was removed from bioinformatic analyses following biological assays.

### Adhesion

As mentioned above, to confirm NGS data, adhesion to ECM proteins was assessed biologically, by means of four different ECM components—laminin, collagen I, collagen IV, and fibronectin (Fig. 2).

**Fig. 2:**
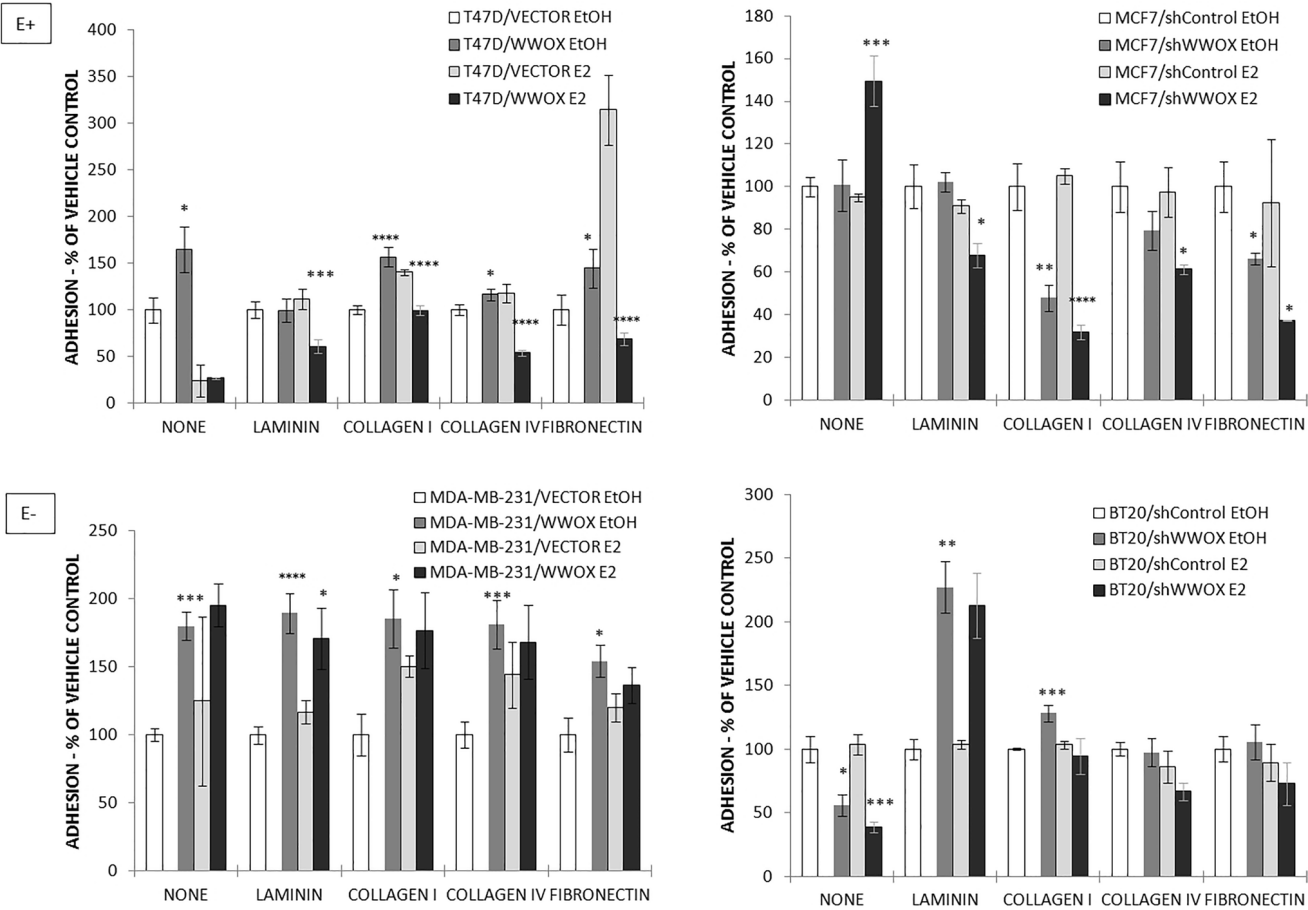
The adhesion characteristics of breast cancer cell lines, with respect to *WWOX* gene expression and estrogen influence. As expected, most substantial changes after estrogen treatment (E +) or vehicle control (E −) were observed for estrogen-responsive cell lines T47D and MCF7, where for all investigated ECM proteins, significant adhesion differences were noticed. Key: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.005, ****p ≤ 0.001

For the T47D cell line, after *WWOX* upregulation, most significant changes were observed in adhesive properties to collagen I (1.56-fold increase, *p* = 0.001) and fibronectin (1.44-fold increase, *p* = 0.043). A slight increase was also observed for collagen IV (1.16-fold, *p* = 0.026). Similarly, overexpression of *WWOX* gene in MDA-MB-231 cell line resulted in increased adhesion to all investigated ECM proteins (laminin, 1.89-fold, *p* = 0.001; collagen I, 1.85-fold, *p* = 0.017; collagen IV, 1.81-fold, *p* = 0.002, and fibronectin, 1.54-fold, *p* = 0.005). In MCF7 cell line, *WWOX* gene silencing reverted the relation—a decrease was observed for collagen I (2.09-fold, *p* = 0.010), collagen IV (1.26-fold, *p* = NS), and fibronectin (1.51-fold, *p* = 0.014). Interestingly, for BT20 cell line, *WWOX* downregulation significantly increased adhesive properties of the cells to laminin (2.27-fold, *p* = 0.002) and collagen I (1.28-fold, *p* = 0.002). All above given results are summarized in Supplementary Table 1 available at GitHub repository (https://github.com/orzechmag/wwox-er), along with the other supplementary materials.

The greatest changes in adhesive properties upon estrogen treatment after *WWOX* gene transduction were observed for estrogen-responsive cell lines, for which a significant decrease in all of ECM proteins was detected. For T47D cell line, we have observed decrease in adhesion to laminin (1.83-fold, *p* = 0.003), collagen I (1.41-fold, *p* = 3.0 × 10^−4^), collagen IV (2.19-fold, *p* = 4.6 × 10^−4^), and fibronectin (3.85-fold, *p* = 0.019), whereas for MCF7 cell line, it was for laminin (1.34-fold, *p* = 0.015), collagen I (3.29-fold, *p* = 1.4 × 10^−5^), collagen IV (1.59-fold, *p* = 0.03), and fibronectin (2.48-fold, *p* = 0.04) (Supplementary Table 2, Fig. 2).

Contrastingly for estrogen-unresponsive MDA-MB-231 cell line, *WWOX* gene transduction increased adhesion after 17β-estradiol treatment for all investigated proteins, but statistically significantly were only for laminin (1.46-fold, *p* = 0.017). For estrogen-unresponsive BT20 cells, no significant changes in adhesion to ECM proteins were observed (Supplementary Table 2, Fig. 2).

### Invasion

The epithelial-to-mesenchymal transition (EMT) is considered a crucial event in gaining by the cells’ invasive potential. Therefore, the invasive potential of the investigated cells was evaluated biologically by measuring the number of cells invading across the basement membrane matrix solution (Fig. 3).

**Fig. 3:**
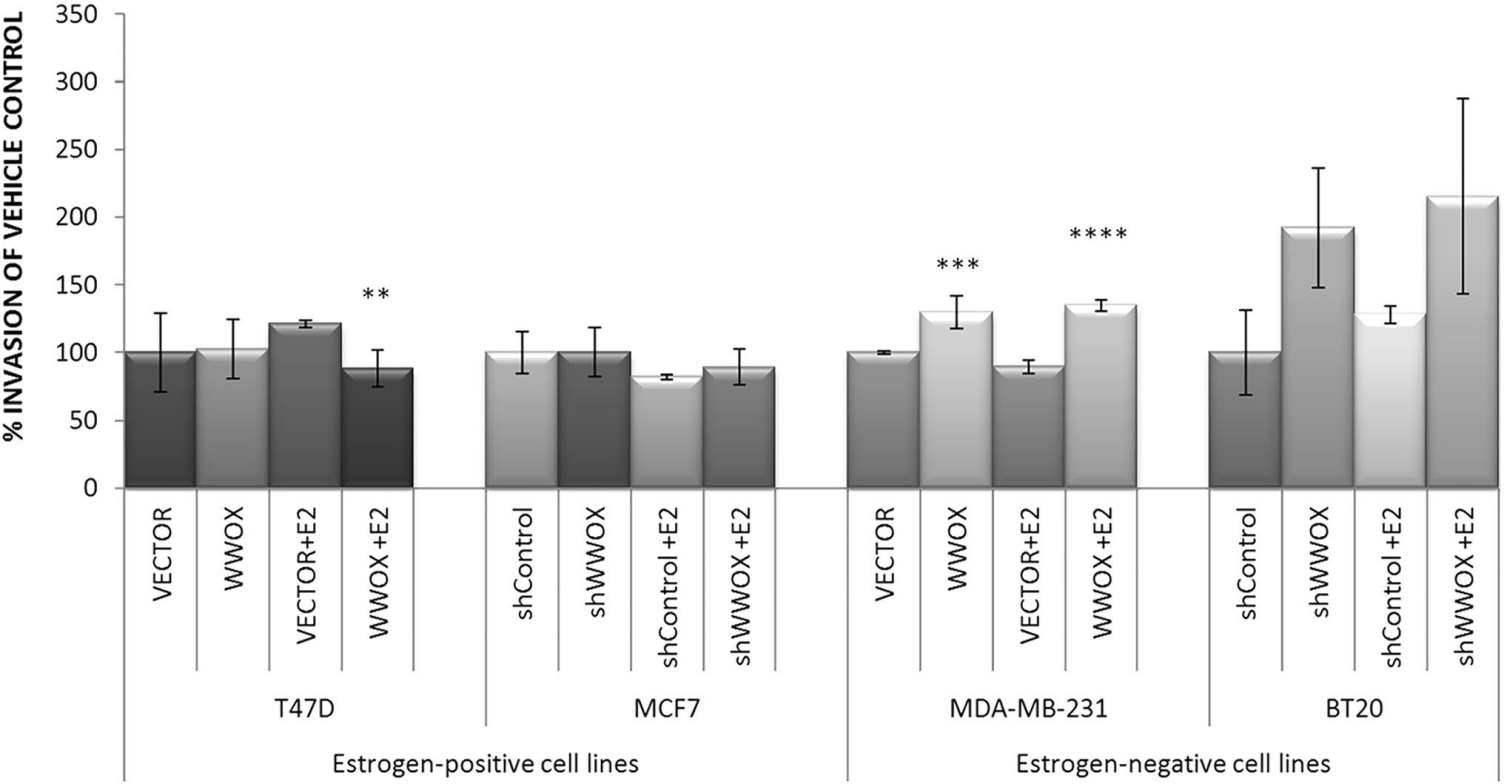
The invasiveness of breast cancer cell lines, with respect to *WWOX* gene expression and estrogen influence. The assay was conducted using basement membrane proteins coated inserts which create a barrier that can be passed by invasive cells (see the “Material and methods” section). Key: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.005, ****p ≤ 0.001

In estrogen-positive cell lines—T47D and MCF7—*WWOX* expression modulation did not affect the invasiveness of the cells. Instead, the MDA-MB-231 cell line after *WWOX* gene restoration exhibited a 1.3-fold increase in invasive potential (*p* = 0.0026).

In the estrogen-responsive T47D cell line, estrogen exposure and *WWOX* upregulation resulted in a 1.4-fold decrease of invasion (*p* = 0.0058), whereas in the estrogen-negative MDA-MB-231 cell line, 1.5-fold increase (*p* = 8 × 10^−6^) in invasion was observed.

### Apoptosis

As for adhesion and invasion, also apoptosis was evaluated in biological experiments, by measuring the degree of DNA fragmentation (DELFIA® DNA fragmentation assay, PerkinElmer). It was part of a triplex test, which additionally evaluated redox potential and proliferation (data not shown), but did not return any significant findings.

On the other hand, we have observed substantial changes in apoptotic potential of cell lines under investigation, both as a result of differential *WWOX* gene expression and as simultaneous with the transfection estrogen treatment (Fig. 4).

**Fig. 4:**
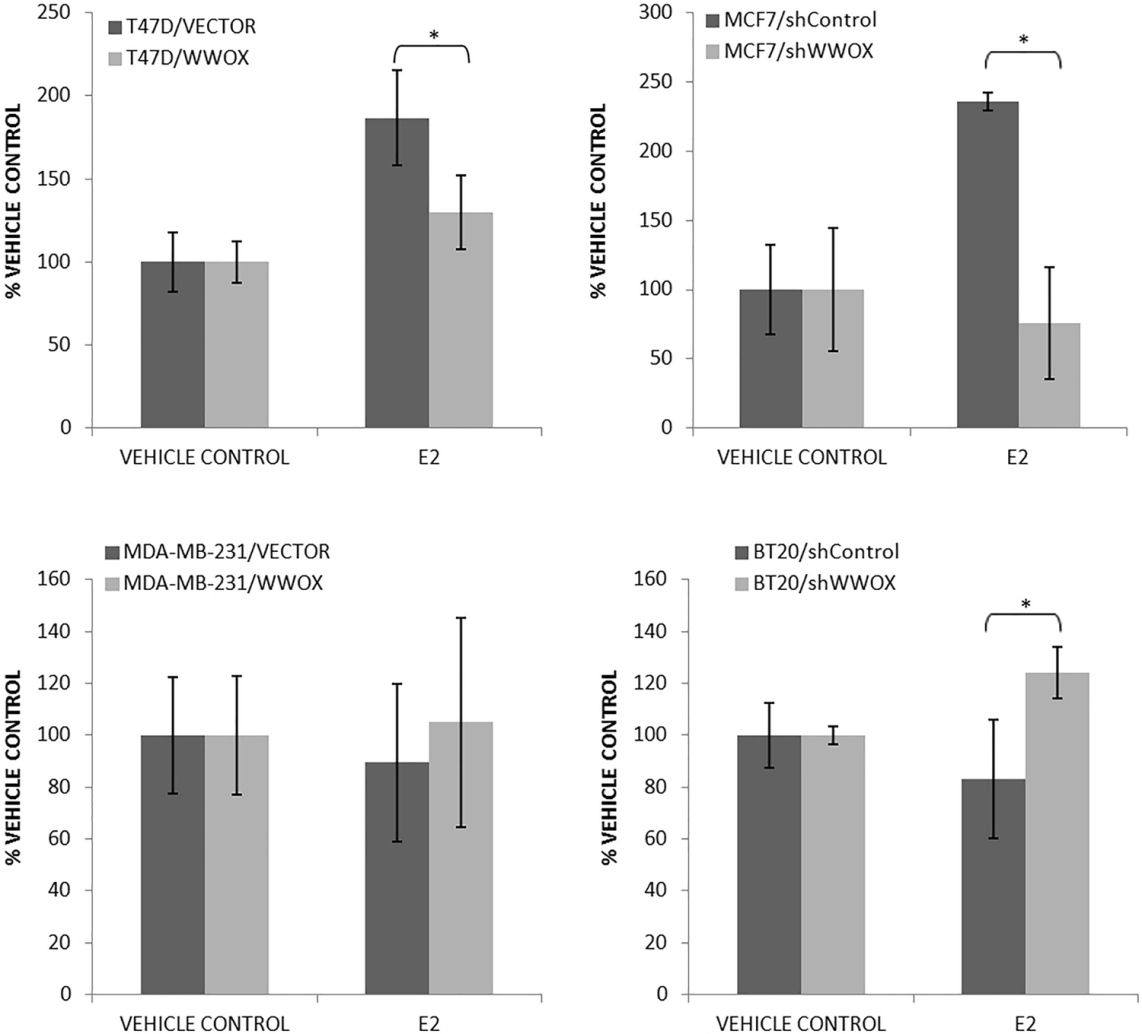
Apoptosis in breast cancer cell lines with respect to *WWOX* gene influence and estrogen treatment. The graph shows increase in apoptosis relative to the control transductions with (E2) and without (vehicle control) estradiol treatment. Key: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.005, ****p ≤ 0.001

The results of apoptosis after 24-h treatment with estradiol for investigated transfection variants are equally interesting (Fig. 4). As a result of estrogen treatment, there was a statistically significant decrease in apoptosis in both estrogen-dependent cell lines, T47D and MCF7 (1.44-fold, *p* = 0.0201, and 3.11-fold, *p* = 0.0133, respectively), and an increase in apoptosis for estrogen-independent breast cancer cells, MDA-MB-231 and BT20, though only for the latter, the change turned out to be statistically significant (1.49-fold, *p* = 0.0173).

### Differential expression of ERα and ERβ target genes associated with WWOX silencing

Differential expression CAGE analysis revealed 13,076 genes expressed in three cell lines MCF7, BT20, and MDA-MB-231. 

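The nAnT-iCAGE libraries, which sample the capped 5′ ends of transcripts, came from 3 breast cancer lines: MCF7, which is estrogen-responsive, and BT20 and MDA-MB-231, which the paper calls estrogen-unresponsive. MCF7 and BT20 carried an shRNA against WWOX (shWWOX) or a control shRNA (shControl), and MDA-MB-231 carried ectopic WWOX or the empty vector. Each construct was sampled untreated and after 3 h and 24 h with 10 nM 17β-estradiol (E2) or the vehicle control (VC), which gives 30 libraries, 10 per line, with 1 library per condition and no replicates. Since each construct was also grown as 1 stable pool, no p-value below measures the spread over independent pools. Each rests on the spread over treatment points. In limma this spread is partly shared between genes of like level, so a small p-value need not reflect a gene's own spread. The authors aligned the tags to GRCh38 with BWA, grouped them into promoter clusters with CAGEr and deposited each cluster in TPM, the tags scaled to a common library total, so depth normalization is already in the values. Within each library all values were whole multiples of 1 step, within 0.02 of a read, and in 29 libraries that step, also the smallest value, was taken as 1 tag and gives the total of mapped tags. In MCF7 the totals ran from 1711182 to 16288446 with shControl (median 12733387) and from 1075076 to 28794435 with shWWOX (median 2422889). In BT20 they ran from 2985962 to 4900052 with shWWOX (median 3279970) and from 3086220 to 12926575 in 4 shControl libraries (median 7666890), while in the BT20 shControl 24 h VC library the smallest value is 2 steps, so its total was not taken as recovered. In MDA-MB-231 they ran from 987367 to 13757110 with the vector (median 9101853) and from 944716 to 21696693 with WWOX (median 1868655). The paper states a minimum depth for every point, and the values below use the totals given here. In the smallest library 1 tag is about 1 TPM, so values of a few TPM carry a large counting error there. Clusters that carry the same gene name were summed per gene, and a gene whose clusters are absent from a line's table is called not listed, which is not the same as near 0, since every listed cluster reaches 3 TPM in at least 1 library of its line.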

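The tables name 8946 genes in MCF7, 8712 in BT20 and 9945 in MDA-MB-231, and 11087 in at least 1 of these lines. Genes that mark the receptor status of breast cancers differed between the lines. ESR1, which encodes ERα, had 133 ± 79.2 TPM (SD over 5 treatment points) in MCF7 shControl and was not listed in MDA-MB-231. GATA3, a luminal transcription factor, had 700 ± 444 TPM in MCF7 shControl and 47 ± 10.9 TPM in BT20 shControl. EGFR had 241 ± 117 TPM in BT20 shControl and 64.4 ± 11.3 TPM in MDA-MB-231 with the vector, and was not listed in MCF7. VIM, which encodes the mesenchymal filament vimentin, had 899 ± 379 TPM in MDA-MB-231 with the vector and was not listed in MCF7. ESR2, which encodes ERβ, was not listed in any of the 3 lines. These lines were not compared by a test.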

For differential gene expression (DGE) analysis in BT20 and MDA-MB-231 cell lines, we excluded genes showing very low expression, and analysis was limited only to genes that showed TPM above five in any cell line analyzed in any point measured. 

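WWOX RNA from its own promoter was lower on average in the constructs that the paper groups as WWOX-low, but not at every treatment point. In MCF7 it averaged 36.8 ± 10.5 TPM (SD, n = 5 treatment points) with shWWOX and 51.7 ± 33.6 TPM with shControl, a mean of 71.2% of the control, and was lower with shWWOX at 3 of 5 points (exact paired permutation test, two-sided, p = 0.5). The shControl mean holds 1 untreated library at 112 TPM, beside 34.5 to 40.2 TPM in the other 4. In BT20 the averages were 47.9 ± 14.1 and 57.3 ± 12.3 TPM, or 83.5%, and shWWOX was lower at 4 of 5 points (exact paired permutation test, two-sided, p = 0.125). MDA-MB-231 had 11.4 ± 4.03 TPM with the vector and 14.9 ± 6.27 TPM with WWOX, or 76.5%, and the vector was lower at 3 of 5 points (exact paired permutation test, two-sided, p = 0.25). The MDA-MB-231 WWOX mean holds the 3 h VC library, at 23.3 TPM beside 7.74 to 17.2 TPM in the other 4. That library stands apart from its line, as described below. With 5 pairs the smallest p the permutation test allows is 0.0625, so none of the 3 differences can pass 0.05. Tags of the ectopic WWOX copy start at the promoter of the retroviral vector, so they need not map to the WWOX promoter. This does not apply to the shRNA lines, and no cause of the small differences was tested.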

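As deposited, the MCF7 ratio of E2 to VC at 24 h was lower in shWWOX than in shControl for most genes. The whole distribution was shifted. The deeper library was E2 in shWWOX (28794435 tags, 4125360 at VC) and VC in shControl (16288446 tags, 2401323 at E2). So construct and depth cannot be told apart in this shift. For each gene the E2 to VC ratio at 24 h in the WWOX-low construct was divided by the same ratio in the WWOX-high construct, with no pseudocount, and this double ratio is called FC in the paper. Among genes with a mean of at least 5 TPM, the median double ratio of TPM + 1 was 0.391 in MCF7 (6432 genes), 0.882 in BT20 (6850 genes) and 1.27 in MDA-MB-231 (7317 genes), or -1.35, -0.18 and 0.35 on the log2 scale. After scaling by median ratio size factors within a line the medians were 0.04, -0.01 and 0.04. The size factors differed by up to 3.87-fold between MCF7 libraries, 2.12-fold in BT20 and 2.74-fold in MDA-MB-231. Because of this shift, changes of single genes are given below both as the double ratio and as the log2 of the double ratio of TPM + 1 minus its median in the line, called the relative log2. A double ratio rests on 4 single libraries, so it has no replicate check and no p-value, and a gene is only called higher or lower in it.

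**Figure D1:**
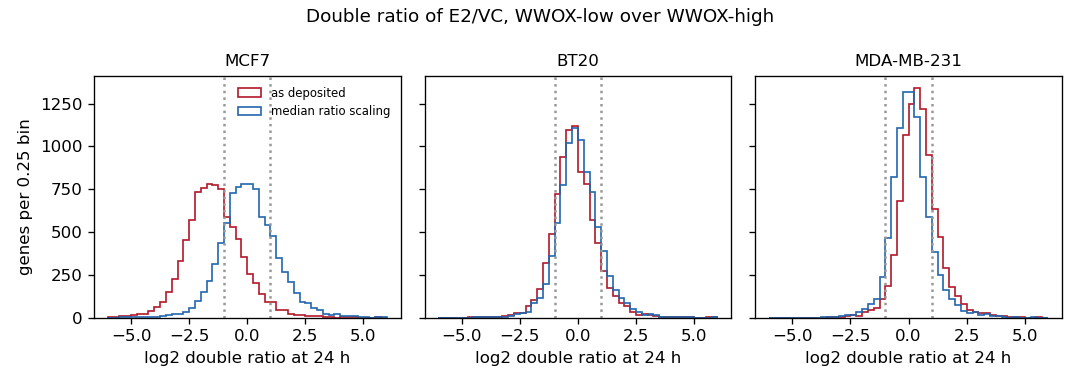
Histograms of the log2 double ratio at 24 h (x axis, bins of 0.25) against the number of genes (y axis) in MCF7, BT20 and MDA-MB-231, with deposited values in red, values after median ratio scaling in blue and dotted lines at -1 and 1. Most deposited MCF7 values lie below 0, and the scaled ones lie on both sides of it.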

To find expression differences between WWOX protein level and E2 treatment, we compared fold change (FC) of gene expression between a cell with low versus high WWOX protein level according to estradiol (E2) treatment versus vehicle only. Table 1 shows the number of *ESR1* and *ESR2* genes which expression was identified in assayed cell lines.

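ERα target genes made up a similar number of expressed genes in each of the lines. Of 1791 ENCODE targets, 1756 could be matched to current gene names, and 958 of these were listed in MCF7, 924 in BT20 and 998 in MDA-MB-231. At the threshold of Table 1, a TPM above 5 in at least 1 of the 10 libraries of a line, 898 targets were expressed in MCF7, among them RPL12, DDX3X and LASP1, 840 in BT20 and 902 in MDA-MB-231. The same threshold was passed by 8249, 7948 and 9073 genes in all. With a TPM above 5 in any of the 30 libraries the targets were 934, 900 and 947. The ChEA list of ERβ targets was at hand only in part and was left out.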

**Table 1:** The total number of ERα and ERβ target genes identified via database corroborated with the number of targets identified in assayed cell lines the TPM > 5

	Database	MCF7	BT20	MDA-MB-231
ERα targets total	1791			
ERα targets TPM > 5		902	896	817
ERβ targets total	419			
ERβ targets TPM > 5		278	253	224
ERα and ERβ targets total	103			
ERα and ERβ targets TPM > 5		68	65	53

Supplementary Table 3 contains a list of all 13,076 transcripts identified in examined cell lines with their TPM values as well as ENCODE and ChEA ERα and ERβ target genes and their TPM expression numbers and TMP > 5 filtered and fold change values used in this analysis. Figure 5 shows analysis of ERα and ERβ target genes showing lowered or elevated (FC > 2) expression in cell line constructs with low versus high expression of *WWOX* after 24-h estradiol treatment. 

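As deposited, the MCF7 double ratio was far more often low than high, among ERα targets as among all other genes. Of the 898 expressed targets, 39 had a double ratio above 2 and 583 one below 0.5. After median ratio scaling, which removes the shift of the median, the same counts were 197 and 138. The other genes behaved alike, with 263 above 2 and 4889 below 0.5 of 7351 as deposited, and 1541 and 1085 after scaling. RPL12, an ERα target that encodes a ribosomal protein, had the highest relative log2 among genes with a mean of at least 20 TPM and the same sign of the log2 double ratio at 3 h, limits that hold for all single genes ranked here, with 532 TPM at 24 h E2 and 112 TPM at 24 h VC in shWWOX, beside 203 and 351 TPM in shControl. Its double ratio was 8.21, or 23.6 after scaling, and its relative log2 was 4.38. RPL12 was mostly higher in deep MCF7 libraries, with 238 to 534 TPM at 12733387 tags or more and 112 to 252 TPM in the others. DDX3X, an RNA helicase target, had a relative log2 of 3.51 and LASP1, an actin-binding target, of 3.07. Among genes outside the list, RPS29 (4.13) and MTHFD2 (3.96), an enzyme of mitochondrial folate metabolism with 75.7 and 6.54 TPM in shWWOX against 28.7 and 16.8 TPM in shControl, had the next highest relative log2. The lowest within these limits were IFI6 (-2.10), an interferon-induced gene, and FSCN1 (-2.06), which encodes the actin bundler fascin. In BT20, 76 of 840 targets lay above 2 and 100 below 0.5 (115 and 63 after scaling), and RPS29 (2.97) and RPL12 (2.85) again had the highest relative log2, while BUB3 (-2.74), a mitotic checkpoint gene, had the lowest. In MDA-MB-231, 202 of 902 targets lay above 2 and 23 below 0.5 (112 and 56 after scaling), with RCAN1 (1.67), TM4SF1 (1.41) and CXCL8 (1.13) among the highest and LGR4 (-1.61) the lowest. All 4 turn with the WWOX 24 h E2 and VC libraries of MDA-MB-231 exchanged, the order in which another sheet of the supplement gives them, to -0.13, -0.06, -0.82 and 1.32, and LGR4 also at 3 h (0.26). With that exchange 402 targets of this line lay above 2 and 60 below 0.5.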

As expected, the highest expression differentiation was found in an estrogen-dependent MCF7 cell line with 147 genes expressed higher in MCF7 WWOXlow versus MCF7 WWOXhigh and 107 genes showing lowered expression respectively. A relatively low number of target genes showed differential expression in two or three different constructs (Fig. 5A). 

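Of the ERα targets past 2-fold in MCF7, 289 of the 583 below 0.5 and 6 of the 39 above 2 had a double ratio from 0.5 to 2 in both other lines (68 of 138 and 81 of 197 after median ratio scaling). As deposited, 387 of the targets below 0.5 and 21 of those above 2 were past the threshold in MCF7 alone, and after scaling 92 and 125, where targets without a finite ratio or not expressed in another line count as well. In BT20 alone there were 35 above 2 and 18 below 0.5 (52 and 34 after scaling), and in MDA-MB-231 alone 78 and 9 (68 and 31 after scaling). With the WWOX 24 h E2 and VC libraries exchanged, the MDA-MB-231 counts were 100 and 34. RPL12 was above 2 in both MCF7 and BT20, where its deposited double ratio was 6.44, and RPLP2, another ribosomal protein target, had 4.06 in BT20. SEC14L1, a target in MDA-MB-231, had 52.6 TPM at 24 h E2 and 24.6 TPM at 24 h VC with the vector, beside 12.1 and 18.1 TPM with WWOX, and a relative log2 of 1.26, or -0.37 with the WWOX libraries exchanged. PHF23, with a relative log2 of -1.27 (1.77 with the WWOX libraries exchanged and 0.28 at 3 h), was the lowest target of that line with a mean of at least 20 TPM and the same sign at 3 h. The overlap between lines was counted and not tested.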

A similar effect was found for ERβ and both estrogen receptors where the largest differential expression was also found in MCF7 cells (Fig. 5B and C). Lists of estrogen target genes showing mutually exclusive expression or co-expression in MCF7, BT20, and MDA-MB-231 cell lines according to WWOX protein level (FC change WWOXlow vs WWOXhigh) after 24-h E2 treatment is enclosed as Supplementary Tables 4 (*ESR1*), 5 (*ESR2*), and 6 (*ESR1a2*).

**Fig. 5:**
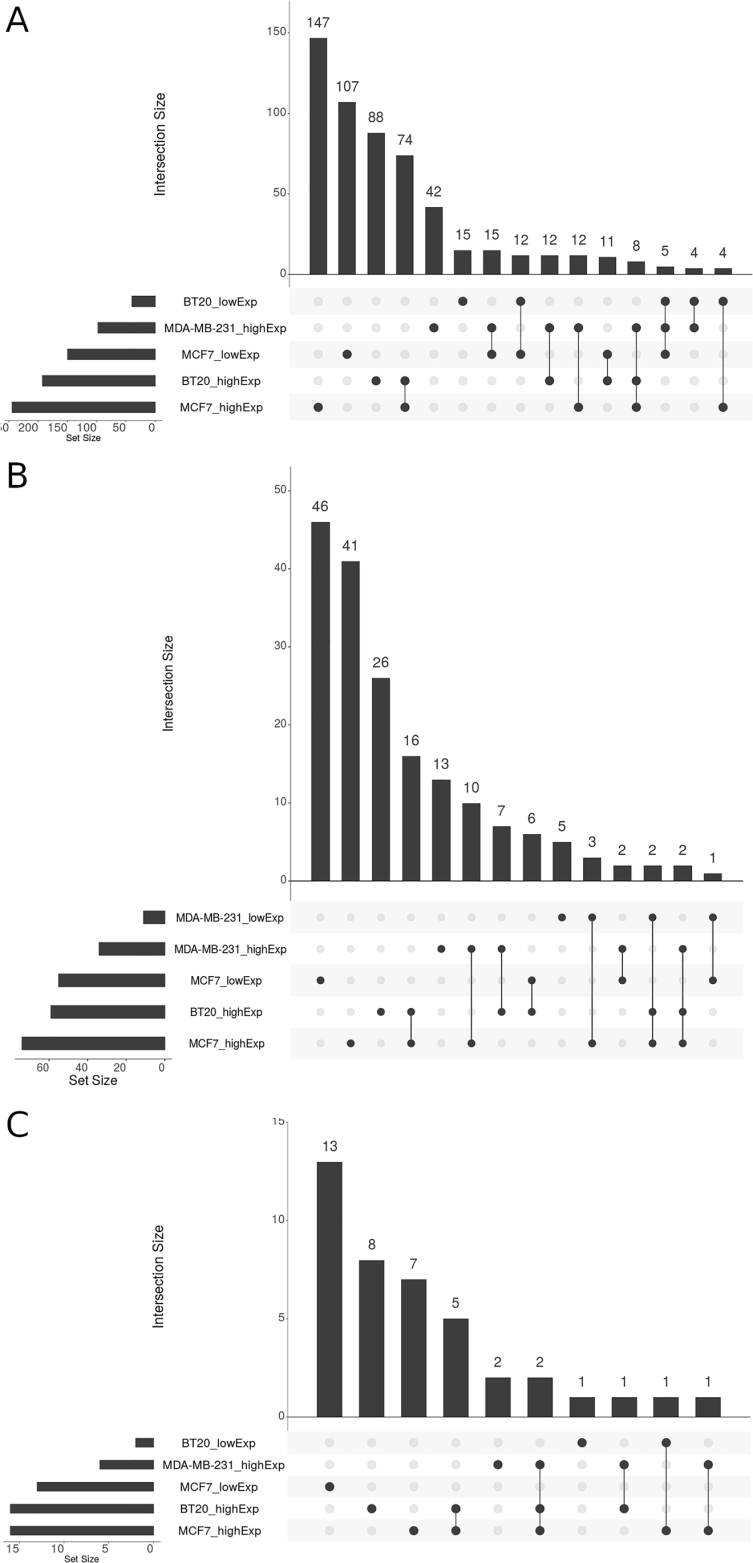
Graphs show UpSetR analysis of mutually exclusive expression or co-expression genes regulated by estrogen receptors according to databases ENCODE for ERα, ChEA for ERβ, or both. Analysis was performed only for genes which calculated expression was not lower than TPM = 5 (at least at one measurement point) and expression fold change was bigger than 2 after 24-h estradiol treatment in cells showing low *WWOX* expression relative to high *WWOX* expression. Intersection size bar numbers represent a number of genes co-expressed or showing mutually exclusive expression between examined cells. In cell lines, names lowExp and highExp mean lowered or elevated expression respectively

Gene ontology analysis returned that most ERα target genes which estradiol differentiated expression was affected by WWOX protein can be divided into four groups according to Biological Processes ShinyGO classification: cell death, cell adhesion, signal transduction, and metabolism regulation.

The transcription of many genes is regulated by more than one transcription factor. Using ShinyGO analysis, we identified 29 TFs that co-regulate ERα target genes (FDR < 0.05). Supplementary Table 7 lists transcription factors and ERα co-targeted genes. The function of three of them can be regulated by *WWOX*: *CREB1* and *MYC* directly and *FOXA1* through *TFAP2C-WWOX* integration (Woodfield et al. 2010; Li et al. 2009b; Khawaled et al. 2019). According to our findings, *CREB1* and ERα co-regulate expression of 329 genes identified in MCF7, *FOXA1* 309 genes, and MYC 381 genes. Interestingly, we identified 40 *CREB1-ERβ* co-targeted genes differentially expressed according to WWOX protein level in MDA-MB-231 cell line which is known to express *ESR2* receptor (Vladusic et al. 2000).

In MCF7 cells, we found differential expression of 98 genes classified by GO to regulation of signaling (Supplementary Table 8). One of them is survivin (*BIRC5*) upregulated in MCF7 WWOXlow under E2 treatment. 

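BIRC5, which encodes survivin, an inhibitor of apoptosis, had a higher TPM with E2 than with VC at 24 h in both MCF7 constructs, at like deposited levels. On chromosome 17 of GRCh38, from 78214232 to 78214299, it had 161 TPM at 24 h E2 and 37.3 TPM at 24 h VC in shWWOX, and 154 and 38.4 TPM in shControl. The double ratio was 1.08, or 3.10 after median ratio scaling, and the relative log2 was 1.46 at 24 h and -0.39 at 3 h. Over both times and constructs estradiol raised BIRC5 by a log2 of 1.17 (standard error 0.37, adjusted p = 0.0311 from limma with Benjamini-Hochberg, higher in 4 of 4 pairs), or a relative log2 of 0.78 with the median of all genes subtracted, and scaling ended the call (adjusted p = 0.304). Here and below the p-values of limma test the log2 change before this median is subtracted. From its list of signaling genes the paper states that survivin rose with estradiol in MCF7 cells with low WWOX. Of the other signaling genes it names, HES1, a Notch effector on chromosome 3 from 194136143 to 194136148, had 12.2 and 1.45 TPM in shWWOX and 4.58 and 12.6 TPM in shControl, with a double ratio of 23.1 (66.5 after scaling). Its relative log2 was 5.07 at 24 h and -1.01 at 3 h. GLI3, a Hedgehog effector on chromosome 7 from 42237192 to 42237322, lay between 2.64 and 4.58 TPM at 24 h and had a relative log2 of 1.16 at 24 h and -1.77 at 3 h. MUC1, a membrane mucin on chromosome 1 from 155192906 to 155192938, lay between 8.09 and 13.3 TPM at 24 h, with a relative log2 of 1.01 then and -0.31 at 3 h. ERBB2, the HER2 receptor on chromosome 17 from 39699935 to 39700207, had 4.55 and 29.1 TPM in shWWOX and 10.4 and 13.3 TPM in shControl, with a double ratio of 0.200 (0.575 after scaling). ROBO1, on chromosome 3 from 79019427 to 79019459, stayed at or below 2.42 TPM at 24 h, and its relative log2 of 0.27 became -0.22 after scaling.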

Some other genes crucial for cancer metabolism identified in regulation of signaling set (GO:0,023,051) are *ERBB2*, *TGFA*, *GLI3*, *MUC1*, *BAD*, *BCL6*, *CASP4*, *JDP2*, *ROBO1*, and *HES1.*

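Estradiol changed the MCF7 profile in the way known for ERα, across both constructs and both times. Of 22 genes known to be induced by estradiol, listed before the data were examined, 22 rose and none fell (22 and 0 adjusted over the list alone; camera adjusted p = 2.23e-73, adjusted p = 0.0661 with an estimated correlation). TFF1, the trefoil factor used as a marker of ERα activity, had 1678 ± 979 TPM (SD, n = 4 libraries) with E2 and 158 ± 98.4 TPM with VC, a relative log2 of 2.99 (standard error 0.36, adjusted p = 2.14e-17 from limma, higher in 4 of 4 pairs). PGR, the progesterone receptor, rose from 6.50 ± 4.03 to 89.7 ± 26.8 TPM (relative log2 3.30), GREB1 from 3.92 ± 2.25 to 52.4 ± 19.3 TPM (3.08) and CXCL12 from 0.540 ± 0.434 to 30.1 ± 2.99 TPM (3.99), with adjusted p of 1.35e-18, 1.66e-15 and 9.04e-21. After median ratio scaling the limma adjusted p was 0.0143 for TFF1, 1.24e-04 for PGR, 4.30e-04 for GREB1 and 1.24e-04 for CXCL12. HOXC6 had the largest relative log2 of the named genes, 4.15, and CCND1, which encodes cyclin D1, rose by 0.91 (adjusted p = 0.0124), a call that scaling ended (adjusted p = 0.110). Of 23 cell cycle genes 12 rose and none fell (21 and 0 adjusted over the list alone; camera adjusted p = 2.43e-10, adjusted p = 0.540 with an estimated correlation), and of 20 luminal markers 7 rose and none fell (8 and 0 adjusted over the list alone; camera adjusted p = 1.29e-07, adjusted p = 0.373 with an estimated correlation). Of 9 genes known to be repressed by estradiol 4 fell and 1 rose (5 and 1 adjusted over the list alone; camera adjusted p = 1.88e-13, adjusted p = 0.0736 with an estimated correlation). IL1R1, the interleukin receptor, fell by 3.02 on the relative log2 scale and TP53INP1, a stress-induced p53 cofactor, fell by 2.24, lower in 4 of 4 pairs each. Of 6159 genes tested 401 passed, 382 higher and 19 lower, and all genes shifted by a median log2 of 0.39, which the relative values leave out. After median ratio scaling 180 passed, 115 higher and 65 lower, 133 of them shared, and the luminal call was lost. With the 3 h libraries alone 1483 genes passed and with the 24 h libraries alone 2, and leaving out 1 pair gave 57 (without either 3 h pair), 118 (without shControl 24 h) or 2058 (without shWWOX 24 h). On scaled values, combinations chosen after seeing the data, the 3 h libraries alone gave 512, the 24 h libraries alone 211, and leaving out 1 pair gave 65 (without shWWOX 3 h), 68 (without shControl 24 h), 70 (without shControl 3 h) or 205 (without shWWOX 24 h).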

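The shWWOX and shControl libraries of BT20 differed in many genes, while in MCF7 1 gene passed and in MDA-MB-231 6 genes did. In BT20, 1175 of 6850 genes passed limma at a Benjamini-Hochberg adjusted p under 0.05 over the 5 paired treatment points, 686 higher and 489 lower with shWWOX (717 and 793 after median ratio scaling). RARRES1, a retinoic acid-induced gene, fell from 115 ± 36.4 TPM (SD, n = 5 libraries) to 1.37 ± 1.61 TPM, a relative log2 of -5.85 (standard error 0.26, adjusted p = 9.52e-17 from limma, lower in 5 of 5 pairs). OLFM4 (-4.12), CEACAM6 (-3.91) and C3 (-3.24), a complement component, fell as well, and so did AKR1C2, a steroid-reducing enzyme, from 276 ± 49.3 to 39.6 ± 5.29 TPM. Among the genes that rose were ACOT2 (2.26), IFIT2 (1.92) and IFI6 (1.50), both interferon-induced, SLC7A11 (1.61), the cystine transporter, and CKS1B (1.45), a cell cycle kinase subunit. Of 24 cell cycle genes 5 rose and none fell (7 and 0 adjusted over the list alone; camera adjusted p = 5.62e-03), and of 12 luminal markers 4 fell and none rose (5 and 0 adjusted over the list alone; camera adjusted p = 5.62e-03). Of 9 estradiol-repressed genes 5 fell and none rose (6 and 0 adjusted over the list alone; camera adjusted p = 3.49e-03), and of 7 interferon response genes 3 rose and none fell (3 and 0 adjusted over the list alone; camera adjusted p = 0.0263). None of these BT20 list calls held with an estimated correlation (adjusted p = 0.734 with an estimated correlation for each), and the interferon call was lost after scaling. Without the 3 h E2, 3 h VC or 24 h VC pair the count of genes was 532, 534 or 556, and without the 24 h E2 or untreated pair 1562 or 1304.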

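In MDA-MB-231 the vector and WWOX libraries differed in a few genes by a large amount. MMP1, a collagenase of invasive cells, had 57.1 ± 7.89 TPM (SD, n = 5 libraries) with the vector and 1788 ± 610 TPM with WWOX, a relative log2 of -5.08 for vector over WWOX (standard error 0.25, adjusted p = 8.41e-04 from limma, lower in 5 of 5 pairs). The trefoil factors TFF3 and TFF2 were higher with the vector, TFF3 with 16.2 ± 2.59 against 0.320 ± 0.533 TPM (relative log2 3.58, adjusted p = 8.64e-03 from limma) and TFF2 with a relative log2 of 3.11 (adjusted p = 0.0435). The histone genes H2BC1 (-2.88) and H2AC1 (-2.81) were lower with the vector, and C4BPB (1.97), which encodes a complement regulator, was higher, by a log2 of 2.16 (standard error 0.25, adjusted p = 0.0499). These 6 of 7317 genes passed, and no gene list did. After median ratio scaling 7 genes passed, without C4BPB, which missed the threshold at a similar size (log2 2.02, standard error 0.28, adjusted p = 0.0526), and with the other 5. The WWOX 3 h VC library stood apart, with a median correlation across genes of 0.645 with the rest of its line, where the others had 0.910 to 0.944. Without that pair 172 genes passed, and without any 1 of the other pairs 1 did. In MCF7 the only gene that passed of 6432 was MIR30A, named for a microRNA. It had 67.0 ± 35.1 TPM in shWWOX and 6.48 ± 1.16 TPM in shControl (relative log2 2.94, adjusted p = 2.01e-07 from limma, higher in 5 of 5 pairs). MIR30A was 1 of 8 genes at an unadjusted p under 0.05 (208 after scaling, where MIR30A again was the only one to pass). The limma adjusted p of MIR30A after scaling was 1.85e-03. The shRNAs were delivered with GIPZ lentiviral particles, and whether the MIR30A tags come from the gene or from the vector was not tested.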

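The test of whether estradiol acted differently in the 2 constructs, over both times, was the interaction term of limma, and it passed for 8 of 6762 genes in BT20. RPL31P49 (relative log2 4.72, adjusted p = 4.75e-11), VIM (3.25, 6.20e-03), RPL12 (2.76, 4.19e-04) and SNRPGP10 (2.39, 0.0121) were among the 5 that were higher, and HLA-DRB6 (-2.58, 9.67e-04), BUB3 (-2.02, 6.20e-03) and the pseudogene RPS11P5 (7.30e-03) were the 3 that were lower, for E2 against VC in shWWOX over shControl, with adjusted p from limma and the same sign at both times for each of these genes. VIM rested on the shWWOX 24 h E2 library, where 16 genes are found that are near 0 in the other 9 BT20 libraries. After median ratio scaling 15 genes passed, 13 higher and 2 lower, without HLA-DRB6, whose log2 change went from -2.78 (standard error 0.55) to -2.46 (standard error 0.62, adjusted p = 0.128), and without the shWWOX 24 h pair 2 did as deposited and 6 on scaled values. Scaled values without the shControl 24 h or 3 h pair gave 161 or 683, and on the recovered reads of 6 libraries, without the shControl 24 h pair, edgeR passed 408 of 6928 genes, 7 of the 8 among them, and DESeq2 55 of the 615 genes it gave an adjusted p, 1 of the 8 among them, all chosen after seeing the data, as were the other counts on scaled values with a pair left out or 1 time alone. In MCF7 no gene of 6159 passed limma (91 at an unadjusted p under 0.05, lowest adjusted p = 0.842), and edgeR and DESeq2 on the recovered reads passed 0 as well, but 22 passed limma on scaled values without the shWWOX 3 h pair. For MDA-MB-231 limma passed 0 of 6924 genes (172 at an unadjusted p under 0.05), edgeR 0 and DESeq2 0, but without the WWOX 24 h pair limma passed 678, or 3369 on scaled values, in fits where the only WWOX pair left holds the WWOX 3 h VC library that stands apart. On data simulated with the depth and scaling of these libraries and an assumed dispersion of 0.05, limma recovered 10.4% of 4-fold interactions in MCF7, 34.7% in BT20 and 11.5% in MDA-MB-231 as deposited, and 44.8%, 67.35% and 53.1% after median ratio scaling, while edgeR on reads recovered 39%, 63% and 60%. The effect of estradiol over both constructs passed for 0 of 6924 genes in MDA-MB-231 by limma (317 at an unadjusted p under 0.05), 0 by edgeR and 1 by DESeq2. With the 24 h libraries alone it passed for 1098, 1063 higher and 35 lower, or 402 on scaled values, 72 higher and 330 lower. At 24 h the E2 libraries had 1655376 tags (vector) and 2305792 tags (WWOX), and the VC libraries 13757110 and 21696693. So estradiol and depth cannot be told apart in these 24 h counts, whose main direction turned with scaling. The paper concludes that WWOX level and estrogen together affect expression in these lines.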

Our results show that *WWOX* differential expression together with the effects of estrogen significantly affects gene expression profiles of model breast cancer cell lines. 

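ERα targets changed about as often at 24 h as other genes with the same expression level. At 24 h, 69.3% of MCF7 targets had a double ratio past 2-fold either way, against 67.1 to 72.8% in the central range of 10000 random gene lists matched on mean TPM in 20 bins, so the targets sat at percentile 29.3 (81.3 after median ratio scaling, with 37.3% of targets past 2-fold). In BT20 the share was 20.95% (percentile 5.69, or 26.3 after scaling) and in MDA-MB-231 24.9% (percentile 84.8, or 77.5 after scaling). With the MDA-MB-231 WWOX 24 h E2 and VC libraries exchanged, 51.2% of targets and 54.6% of other genes lay past 2-fold. That order was not compared with random lists. As deposited, the targets stood higher among the random lists at 3 h, with 22.2% at percentile 97.3 in MCF7, 15.2% at 54.2 in BT20 and 64.5% at 100 in MDA-MB-231, where the WWOX 3 h VC library that stands apart enters every ratio. After scaling the MCF7 share at 3 h was 22.5% (percentile 98.95), above the central range of 17.7 to 22.2%. BT20 then had 11.2% (percentile 17.1) and MDA-MB-231 65.0% (percentile 99.8). By limma, estradiol raised 57 of 667 ERα targets in MCF7 and lowered 3 (63 and 3 adjusted over the list alone; camera adjusted p = 0.306 from limma, which did not pass). CA12, a carbonic anhydrase, and MYB, a transcription factor, were among the targets that rose, with a relative log2 of 2.99 (adjusted p = 8.96e-16 from limma) and 2.55 (1.43e-10), and ID1, an inhibitor of differentiation, fell by 1.62 (adjusted p = 0.0234). In BT20 63 of 718 targets were higher and 82 lower in shWWOX (70 and 84 adjusted over the list alone; camera adjusted p = 0.156 from limma), with SCD, a fatty acid desaturase, up by 1.56 and THBS1, which encodes thrombospondin 1, at -1.83. For the interaction itself 0 of 667 targets passed in MCF7, 1 of 711 in BT20, which was RPL12, and 0 of 678 in MDA-MB-231. RPL12 had its highest BT20 value, 756 TPM, in shControl 3 h VC, the library of that line with the most recovered tags (12926575). The comparison with random lists takes genes and not samples as its units.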

We observed association of *WWOX* with expression changes of genes directly regulated by estrogen receptors. However, these changes also involve a number of signaling pathways and transcription factors which consequently indirectly regulates more genes. As a result, we observe biological changes important for the development and progression of the neoplastic disease, such as proliferation, apoptosis, adhesion, and invasion.

## Discussion

In the study, we performed biological and global gene expression analysis of breast cancer cell lines in the context of differential expression of *WWOX* tumor suppressor gene in association with estrogen receptor response. Numerous reports are showing *WWOX* as a critical player in breast carcinogenesis and progression. There are also several studies showing the association of *WWOX* expression with ER status of breast cancer and cancer invasiveness. We show here changes in cell viability, apoptosis, invasion, and ECM adhesion of ER-positive and ER-negative breast cancer cell lines supporting this data with analysis of global gene expression profiles.

In the study, we have used NGS CAGE to reveal the relation between estrogen receptor and *WWOX*, which might shed some light on its function and significance in hormone-related tissues. We have assayed ERα (*ESR1*) and ERβ (*ESR2*) target genes according to WWOX low and high expression and estradiol treatment in breast cancer cell lines estrogen receptor alpha (ERα)-positive MCF7 which has native high *WWOX* gene expression in comparison with BT20 ERα-negative and high *WWOX* and MDA-MB-231 which is ERα-negative with low *WWOX* expression.

The functional analysis encompassed ShinyGO Analysis of ERα targets in MCF7 cell line revealed significant modulation of adhesion-, invasion-, and apoptosis-related genes. To confirm their significant variation, further efforts were focused on gene sets associated with identified processes. Analysis of adhesion-related gene set (GO:0,007,155) comprised of 52 genes, whereas for programmed cell death (GO:0,012,501) pathway 62 genes (list of all identified genes in Supplementary Table 8). Figures 6 and 7 show gene ontology biological processes networks for 30 most significant (FDR < 0.5) pathways of differentially expressed ERα target genes in *WWOX*-silenced MCF7 cells and ERβ target genes in MDA-MB-231 wild-type cells after 24-h estradiol treatment. As shown in both cell lines, major networks are associated with cell death/apoptosis, signal transduction, or EMT and invasion.

**Fig. 6:**
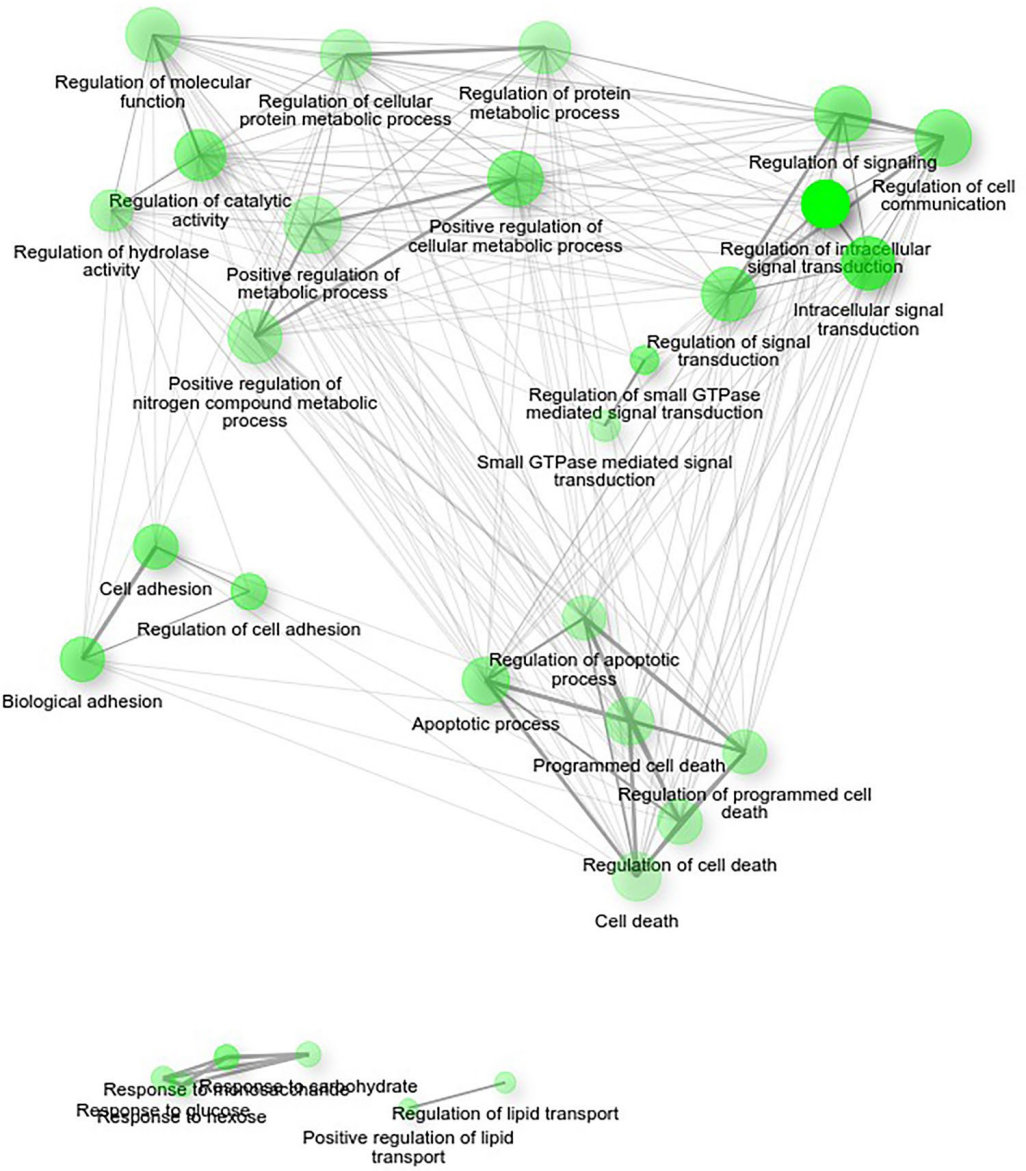
Gene ontology biological processes analysis using ShinyGO algorithm. Picture shows gene networks of differentially expressed genes regulated by ERα in MCF7 constructs which show expression FC > 2 after 24-h estradiol treatment in cells showing low *WWOX* expression relative to high *WWOX* expression

**Fig. 7:**
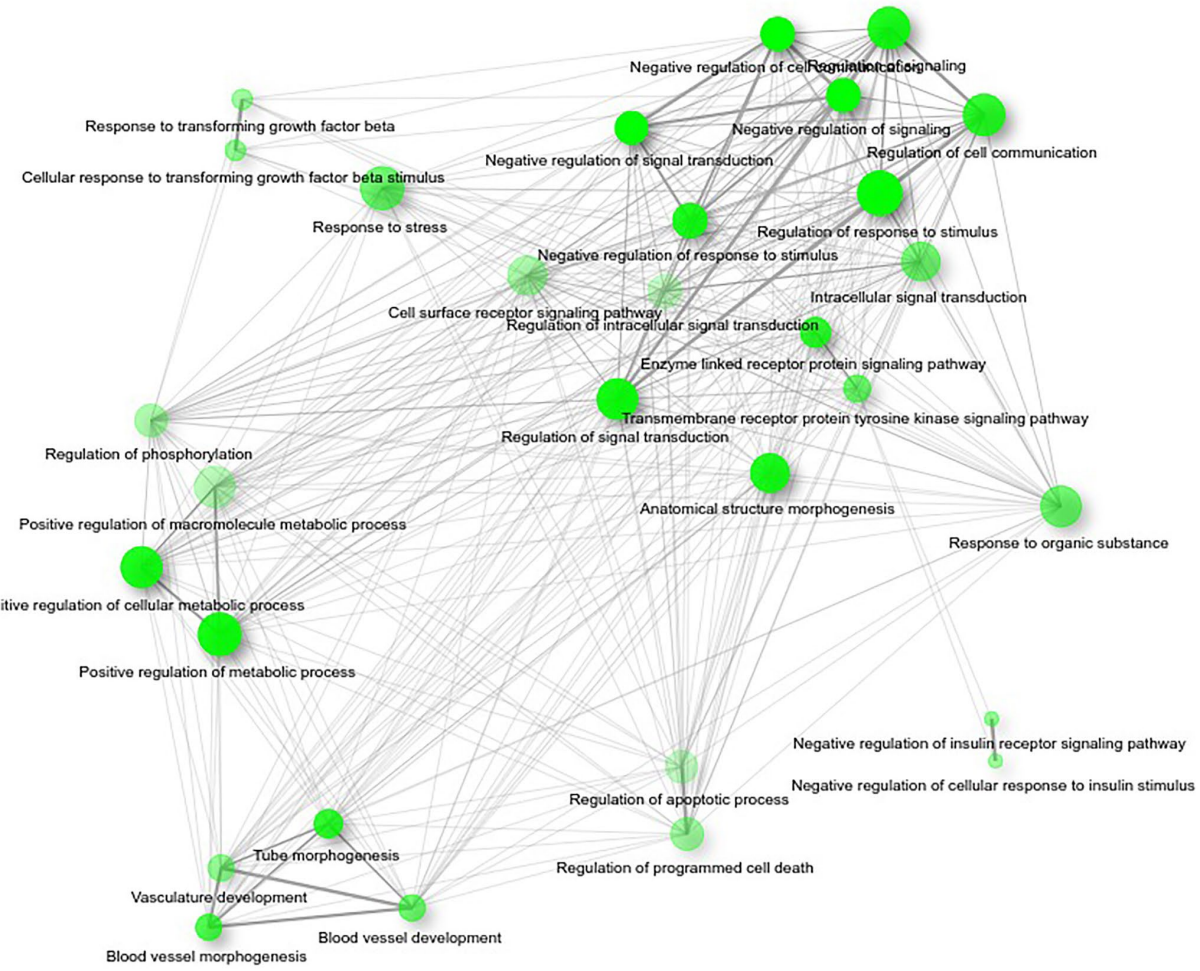
Gene ontology biological processes analysis using ShinyGO algorithm. Picture shows gene networks of differentially expressed genes regulated by ERβ in MDA-MB-231 constructs which show expression FC > 2 after 24-h estradiol treatment in cells showing low *WWOX* expression relative to high *WWOX* expression

### WWOX-ER interplay in adhesion

For adhesion, well diversifying turned out genes encoding laminins (*LAMB3, LAMC1*), myosin-x (*MYO10*), and cadherin 18 (*CDH18*) which are associated with breast cancer invasion and metastasis (Arjonen et al. 2014; Polyak and Weinberg 2009), collagens (*COL9A, COL12A*) claudin-4 (*CLDN4*) was previously found to control proliferation, migration, and apoptosis of MCF7 cells (Ma et al. 2015). 

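Of the adhesion genes named here, CDH18 and MYO10 were higher and LAMC1 and CLDN4 lower in the double ratio of MCF7 at 24 h, relative to all genes. CDH18, a type II cadherin on chromosome 5 of GRCh38 from 19988195 to 19988216, had 1.32 TPM at E2 and 1.70 TPM at VC in shWWOX and 2.499 and 8.10 TPM in shControl, so its double ratio of 2.52 (7.25 after median ratio scaling) comes from the shControl VC library. MYO10, an unconventional myosin of filopodia on chromosome 5 from 16936099 to 16936317, had 7.36 and 6.30 TPM in shWWOX and 5.41 and 4.85 TPM in shControl, a relative log2 of 1.42. LAMC1, the laminin γ1 chain on chromosome 1 from 183023248 to 183023465, had 3.26 and 12.6 TPM in shWWOX and 9.16 and 3.75 TPM in shControl, a relative log2 of -1.42. CLDN4, a tight junction claudin on chromosome 7 from 73830992 to 73831348, had 47.9 and 157 TPM in shWWOX and 149.9 and 77.4 TPM in shControl, a relative log2 of -1.29. At 3 h the relative log2 of CDH18 was -1.26, of LAMC1 0.03 and of CLDN4 0.21. None of LAMC1, MYO10 and CLDN4 passed the interaction term of limma, and LAMB3 and COL9A2 were not listed in MCF7.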

Increased expression of mucin *MUC1* has been linked to tumor aggressiveness and autophagy-mediated chemotherapy resistance as reported using the MCF7 cell line model (Garbar et al. 2017).

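AGR2, a protein disulfide isomerase of the secretory pathway, was higher with estradiol in both MCF7 constructs and was not listed in BT20. Its promoter on chromosome 7 of GRCh38 from 16804994 to 16805120 had 7.15 TPM at 24 h E2 and 2.91 TPM at 24 h VC in shWWOX, and 12.9 and 3.56 TPM in shControl. The double ratio at 24 h was 0.678, or 1.95 after median ratio scaling, and the relative log2 was 0.81 at 24 h and 0.00 at 3 h. Over all libraries of both constructs the estradiol effect on AGR2 had a relative log2 of 0.81 (standard error 0.42, adjusted p = 0.0598 from limma, higher in 4 of 4 pairs), which did not pass.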

Interestingly, *AGR2* gene expression was elevated after estradiol treatment in MCF7 and BT20 cell lines with lowered *WWOX*. This anterior gradient 2 protein was found to be a doxorubicin resistance regulator through hypoxia induction by the binding and stabilization of HIF1A protein (Li et al. 2015). *AGR2* expression is induced by estradiol in MCF7 cells with lowered WWOX protein. Moreover, WWOX binds HIF1A in the cytoplasm, therefore regulates its transcriptional activity (Abu-Remaileh and Aqeilan 2014).

Cell adhesion is an important and complex process involved in multiple processes, such as migration, tissue remodeling, and embryogenesis, as well as invasion and metastasis during malignant transformation. All those processes can be modulated by estrogens, particularly in the mammary gland. For instance, in MCF7 cells, 17β-estradiol was found to trigger morphological changes, like a rearrangement of actin filaments and formation of cell–cell and cell-ECM adhesion plaques (DePasquale et al. 1994). There are also numerous associations between adhesion molecules, whose expression was proved significantly altered in tumor cells and estrogen receptors. To give only one example, high expression of E-cadherin is observed in ERα + , low-grade tumors (Parker et al. 2001), whereas P-cadherin is present in ERα − , high-grade tumors (Paredes et al. 2002). There are also associations between adhesion and ERβ, as its loss was found to be related to the reduction of ECM and by decreased levels of the adhesion molecules, such as E-cadherin, or integrin α2 (Forster et al. 2002).

*WWOX* relationship with cell adhesion was already suggested in several studies (Pluciennik et al. 2015; Gourley et al. 2009). Both our NGS results as well as biological experiments confirmed that association, additionally interrelating it with estrogen receptor signaling. Biologically, the most significant changes were observed in adhesion to ECM proteins after estrogen treatment for estrogen-responsive cell lines; however, also *WWOX* up- and downregulation alone resulted in significant alterations in adhesive characteristics (Fig. 1).

### WWOX and TGFα and TGFβ

Epithelial-to-mesenchymal transition in the course of tumor progression is related to extensive morphological changes, enhanced migration, a gain of invasive potential, and loss of adherens junctions. The key event in this process is related to the loss of E-cadherin (Kang and Massague 2004; Cowin et al. 2005). The principal repressor of E-cadherin transcription is *SNAI1* which expression was elevated under estradiol treatment in MCF7 *WWOX*-silenced cells, and also *SNAI2*, *SIP1*, and *TWIST1*. Estrogen interplay can begin, when one of those EMT regulators—*SNAI1*—is repressed by MTA3 (metastatic tumor antigen 3), which is E2 regulated (Fujita et al. 2003). An opposite mechanism was also proposed showing that in non-invasive MCF7 cancer cells, *SNAI1* directly represses expression of ERα expression, thus promoting EMT (Dhasarathy et al. 2007). An analogous mechanism of ERα repression was reported for *SNAI2* in human breast cancer (Bai et al. 2017). ERα can also downregulate EMT through suppression of TGFβ and NF-kB signaling pathways. In the first case, it is achieved through promoting proteasome degradation of Smad2 and Smad3 and in the latter by regulation of NF-kB subunit RelB (Guttilla et al. 2012). Additionally, it was observed that E2 downregulates E-cadherin both in normal and BC epithelial cells (Oesterreich et al. 2003). Also, hypoxia and estrogen signaling may contribute to Notch-mediated EMT (Francesco et al. 2018).

Among numerous cellular processes that *WWOX* plays important role in, there are also reports associating it with EMT in the breast (Li et al. 2018) and endometrial adenocarcinoma (Pluciennik et al. 2015). Our NGS analysis revealed many EMT-related genes well diversifying according to *WWOX* expression, among others, collagens (*COL12A1, COL9A2*—elevated expression in MCF7 *WWOX*-depleted cells under E2); laminins (*LAMC1, LAMB3*) showing lowered expression in MCF7 *WWOX*-depleted with E2; and keratins: *KRT18* which was upregulated in MDA-MB-231 wild-type (low WWOX) under E2 treatment. It is quite interesting because *KRT18* expression is regulated by ERα; therefore, its upregulation in MDA-MB-231 cells is modulated by *WWOX* independently of ERα signaling. 

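COL12A1 rose with estradiol in both MCF7 constructs. At 24 h the deposited KRT18 value in MDA-MB-231 was higher with E2 than with VC in the vector cells and lower in the WWOX cells. With the vector the rise did not hold after median ratio scaling, where the size factors were 1.12 at E2 and 0.700 at VC. COL12A1, the collagen XII chain on chromosome 6 of GRCh38 from 75205980 to 75206211, had 13.8 TPM at 24 h E2 and 4.36 TPM at 24 h VC in MCF7 shWWOX, and 15.0 and 2.58 TPM in shControl. Its double ratio was 0.543, or 1.56 after median ratio scaling, with a relative log2 of 0.66. Over both times and constructs estradiol raised COL12A1 from 4.21 ± 1.24 to 16.1 ± 2.00 TPM (SD, n = 4 libraries), a relative log2 of 1.35 (standard error 0.41, adjusted p = 2.06e-03 from limma, higher in 4 of 4 pairs), and it did not pass without the shControl 3 h pair (adjusted p = 0.142) or the shWWOX 3 h pair (0.0778). KRT18, a keratin of simple epithelia on chromosome 12 from 52948843 to 52949494, had 126 TPM at 24 h E2 and 96.5 TPM at 24 h VC in MDA-MB-231 with the vector, and 109.7 and 208 TPM with WWOX. The double ratio of KRT18 was 2.47, or 1.96 after scaling, and its relative log2 was 0.95 at 24 h and -1.80 at 3 h, where the WWOX 3 h VC library that stands apart enters the ratio. With the WWOX 24 h E2 and VC libraries exchanged, the order in which another sheet of the supplement gives them, the relative log2 was -1.44.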

Another two keratin genes *KRT8*—which expression is ERα-dependent and *KRT15* ERβ-dependent—were overexpressed in WWOX-depleted MCF7 cells but *KRT15* showed to be downregulated in BT20, respectively. 

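The deposited KRT8 values rose with estradiol in MCF7, with a larger ratio of E2 to VC in shWWOX than in shControl at 24 h. In shControl the rise at 24 h did not hold after median ratio scaling, where the size factors were 1.18 at E2 and 0.540 at VC. KRT15 was lower in BT20 shWWOX than in shControl. KRT8, a luminal keratin on chromosome 12 of GRCh38 from 52904725 to 52905077, had 596 TPM at 24 h E2 and 136 TPM at 24 h VC in shWWOX, and 491 and 265 TPM in shControl, a double ratio of 2.36 (6.78 after median ratio scaling). The relative log2 of KRT8 was 2.59 at 24 h and -0.57 at 3 h. Over both times and constructs KRT8 went from 212 ± 55.4 TPM with VC to 536 ± 58.0 TPM with E2 (SD, n = 4 libraries), a relative log2 of 0.98 (standard error 0.36, adjusted p = 7.14e-03 from limma, higher in 4 of 4 pairs), and scaling ended this call (adjusted p = 0.203). KRT15, a basal keratin on chromosome 17 from 41518886 to 41518979, had 7.37 and 6.40 TPM in BT20 shWWOX and 14.8 and 9.24 TPM in shControl, with a relative log2 of -0.27 for the double ratio. Over the 5 treatment points KRT15 had 19.1 ± 8.62 TPM in BT20 shControl and 7.74 ± 1.70 TPM in shWWOX, a relative log2 of -1.18 (standard error 0.25, adjusted p = 2.87e-03 from limma, lower in 5 of 5 pairs). KRT15 was not listed in MCF7.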

We found that tumor necrosis factor receptor superfamily member 12A (*TNFRSF12A*) was overexpressed under E2 treatment in *WWOX*-depleted MCF7 cells. This protein is involved in tissue remodeling during EMT and was found to be associated with poor survival prognosis in breast cancer patients (Yang et al. 2018). 

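TNFRSF12A, the receptor of the cytokine TWEAK, had a higher deposited TPM with E2 than with VC in both MCF7 constructs at 24 h. The margin was wider in shWWOX. In shControl the rise did not hold after median ratio scaling, where the size factors were 1.18 at 24 h E2 and 0.540 at 24 h VC. The tags lie on chromosome 16 of GRCh38 from 3020309 to 3020398 and came to 89.0 TPM at 24 h E2 and 58.9 TPM at 24 h VC in shWWOX, and 70.8 and 64.7 TPM in shControl. TNFRSF12A had a double ratio of 1.38, or 3.97 after median ratio scaling, and the relative log2 was 1.81 at 24 h and -0.04 at 3 h. Over both times the estradiol effect on TNFRSF12A had a relative log2 of 0.06 (standard error 0.37, adjusted p = 0.505 from limma, higher in 4 of 4 pairs).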

*DUSP6* (overexpressed in MCF7 and BT20 WWOXlow) is associated with brain metastasis in triple-negative breast cancer (Wu et al. 2019).

G0/S2 switch protein (BT20 high expression, MCF7 low expression associated with *WWOX* silencing and E2) mediates the Hippo pathway and induces EMT. 

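G0S2, a lipase inhibitor, was found in BT20 only in the shWWOX library at 24 h E2. The G0S2 promoter, on chromosome 1 of GRCh38 from 209675410 to 209675414, had 7.70 TPM there and is listed at 0 in the other 9 BT20 libraries, so no double ratio can be formed, and G0S2 is not listed in MCF7. It is 1 of 16 genes that reach 3 TPM in this library and stay under 1 TPM in the other 9 BT20 libraries. Among them are LDHB with 8.71 TPM, TGM2 with 7.03 TPM and KRT81. Of these 16 genes, 14 have a median of at least 20 TPM in MDA-MB-231, and no other BT20 library holds such genes.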

Silencing decreased cell proliferation, migration, and invasion of MDA-MB-231 cells (Cho et al. 2019). Another protein *ANXA1* (downregulated in MC7 and BT20 E2 treated and WWOX-depleted cells) which was previously reported to regulate EMT and is associated with highly invasive basal-like breast cancer phenotype (Graauw et al. 2010) was found also to contribute to trastuzumab resistance through AKT activation (Berns et al. 2016; Sonnenblick et al. 2015).

As far as biological experiments are concerned (Fig. 3), no changes in invasive potential were observed for the cell lines, where *WWOX* expression was downregulated (MCF7 and BT20), neither as a result of *WWOX* modulation nor E2 treatment. Estrogen influence on invasiveness was thought observed for T47D cells after estrogen exposure and *WWOX* upregulation. Most significant changes were observed for MDA-MB-231 cell line, where solely *WWOX* gene restoration caused 1.3-fold increase in invasive potential and 1.5-fold increase with simultaneous E2 application.

It was previously reported in several papers that TGFβ signaling is strongly associated with *WWOX* gene expression (Hsu et al. 2016, 2009; Khawaled et al. 2020). In our NGS experiment, we found that TGFβ2 is overexpressed under estradiol treatment in MCF7 WWOX-silenced cells through ERβ (*ESR2*) signaling. As was reported by us and others, another tyrosine receptor kinases pathway which depends on the *WWOX* expression gene is ERBB4 signaling in breast cancer cells (Bednarek et al. 2000, 2001; Nunez et al. 2005; Aqeilan et al. 2005; Iliopoulos et al. 2007).

TGFα-EGFR signaling is associated with carcinogenesis and cancer progression. Interestingly, in our experiment, we identified TGFα elevated expression associated with E2 treatment both in MCF7 and BT20 cell WWOX-depleted cells. 

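TGFA, the EGFR ligand, was low in BT20 and its level at 24 h was nearly the same in the 2 constructs. The TGFA promoter, on chromosome 2 of GRCh38 from 70553821 to 70553826, had 2.01 TPM at 24 h E2 and 3.35 TPM at 24 h VC in shWWOX, and 2.03 and 3.57 TPM in shControl. TGFA had a double ratio of 1.05, or 1.20 after median ratio scaling, and the relative log2 was 0.24, with -0.65 at 3 h. TGFA is below the mean of 5 TPM needed for the limma test in BT20 and is not listed in MCF7, so the files give no value for it there.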

TGFα signaling is triggered by its binding to the EGF receptor and then TGFα is cleaved by ADAM17 metalloproteinase which showed stable expression in MCF7 and BT20 cells despite WWOX protein level. 

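ADAM17, the protease that releases TGFα from the membrane, did not pass limma for the construct in MCF7 or in BT20. In BT20 the promoter, on chromosome 2 of GRCh38 from 9555670 to 9555852, had 20.1 TPM at 24 h E2 in each construct, and 18.0 TPM in shWWOX and 14.8 TPM in shControl at 24 h VC, a double ratio of 0.822 and a relative log2 of -0.09. In MCF7 it had 5.14 and 7.27 TPM in shWWOX and 8.33 and 3.99 TPM in shControl, a double ratio of 0.339 (0.973 after median ratio scaling) and a relative log2 of 0.02. By limma the relative log2 of shWWOX against shControl for ADAM17 was -0.10 (standard error 0.47) in MCF7 and -0.15 (standard error 0.22, adjusted p = 0.806) in BT20, higher in 3 of 5 pairs in each line. Changes of up to about 1 log2 in MCF7 are within 2 standard errors of these values.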

There was previously reported that TGFα elevated expression together with ADAM17 expression in breast cancer is associated with lymph node metastasis and worse survival prognosis (Auvinen et al. 1996; Kenny and Bissell 2007).

Among TGFα-EGFR signaling pathway proteins, some are regulated by estrogen receptors ERα and ERβ. Moreover, we found that several of those proteins expression are also modulated by WWOX. One of them is *STAT5B* which in our experiment shows elevated expression in MCF7 WWOX-silenced cells. It was previously reported that STAT5B ectopically expressed in MCF7 and T47D activates cell proliferation and anchorage-independent growth (Tang et al. 2010). 

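STAT5B, a transcription factor that signals downstream of receptor kinases, was low in every MCF7 library at 24 h and was higher in the double ratio relative to all genes. Its promoter on chromosome 17 of GRCh38 from 42276369 to 42276414 had 1.11 TPM at 24 h E2 and 3.39 TPM at 24 h VC in shWWOX, and 0.833 and 1.60 TPM in shControl. STAT5B had a double ratio of 0.628, or 1.80 after median ratio scaling, with a relative log2 of 0.80. At this level STAT5B is below the mean of 5 TPM needed for the limma test.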

Another protein ERα-regulated protein from TGFα-EGFR is PLCB1 which was recently identified as a metastatic breast cancer driver gene (Mirsadeghi et al. 2021). 

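PLCB1, a phospholipase C that acts on phosphoinositides, was low in MCF7 and had a higher TPM with VC than with E2 at 24 h in both constructs. The PLCB1 promoter, on chromosome 20 of GRCh38 from 8132258 to 8132283, had 0.799 TPM at E2 and 3.15 TPM at VC in shWWOX, and 0.416 and 1.47 TPM in shControl. The double ratio of PLCB1 was 0.897, or 2.58 after median ratio scaling, with a relative log2 of 0.95 and no test at this level. These values rest on 1 tag at 24 h E2 in shControl.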

*PLCB1* was also found to be overexpressed in MCF7 WWOX-silenced cells under estradiol treatment. Other genes from this pathway that we found differentially expressed in our experiments are *CBLC* that was reported as associated with lung cancer progression (Hong et al. 2018) and *CRKL* which promotes tumorigenesis, cancer cell survival, and gefitinib therapy resistance in non-small cell lung cancer (Cheung et al. 2011). We found that expression of *CBLC* is elevated but *CRKL* lowered in WWOX-depleted MCF7 cells after E2 treatment. 

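CRKL, an adaptor of tyrosine kinase signaling, was lower with E2 than with VC in MCF7 shWWOX and higher with E2 in shControl at 24 h. Its promoter on chromosome 22 of GRCh38 from 20917383 to 20917478 had 4.86 TPM at E2 and 13.8 TPM at VC in shWWOX, and 11.2 and 2.39 TPM in shControl. The double ratio was 0.0749, or 0.215 after median ratio scaling, and the relative log2 was -1.84 at 24 h and -1.01 at 3 h. Over both times the interaction term of limma for CRKL had a log2 of -2.03 (standard error 0.82, unadjusted p = 0.0130), or a relative log2 of -1.41, and did not pass after adjustment. CBLC, a ubiquitin ligase, is not listed in MCF7.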

On another hand, *CRKL* was overexpressed in MDA-MB-231 wild-type cells cultured with estradiol. 

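In MDA-MB-231 CRKL was higher with E2 than with VC in the vector cells, which have low WWOX, and lower with E2 in the WWOX cells. Its promoter there, from 20917403 to 20917481 on chromosome 22 of GRCh38, had 10.9 TPM at 24 h E2 and 6.11 TPM at 24 h VC with the vector, and 4.77 and 8.90 TPM with WWOX. The double ratio of CRKL was 3.32, or 2.64 after median ratio scaling, with a relative log2 of 1.17 at 24 h and -0.19 at 3 h. With the WWOX 24 h E2 and VC libraries exchanged the relative log2 was -0.94, and over both times the interaction term of limma had a relative log2 of 0.51 (standard error 1.03).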

Figure 8 shows TGFα-EGFR core members of three branches of this signaling pathway, and Table 2 shows the expression differentiation of these genes. 

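The core genes of the pathway followed the shift of all genes in each line and scattered on both sides of it. As deposited, 17 of the 20 listed genes of MCF7 had a double ratio below 0.5 at 24 h and none one above 2, with a median of 0.245, or 0.311 on TPM + 1, where all genes had 0.391. After median ratio scaling 3 were below 0.5 (ARAF, MAPK3 and AKT2) and 2 above 2 (PRKCA and MAP2K1), with a median of 0.703. In BT20, 4 of 23 listed genes were below 0.5 and none above 2 (3 and 1 after scaling), with a median of 0.789, and in MDA-MB-231 1 of 22 was below 0.5 and 4 above 2 (2 and 2 after scaling), with a median of 1.30. With the MDA-MB-231 WWOX 24 h E2 and VC libraries exchanged, none was below 0.5 and 11 were above 2, with a median of 2.02. PIK3CD and AKT3 were not listed in any line, PLCG2 was not listed in MCF7 and MDA-MB-231, and TGFA and EGFR were not listed in MCF7. By limma and camera the list did not pass for the interaction in MCF7 (16 genes, 0 higher and 0 lower, also adjusted over the list alone, camera adjusted p = 0.345), BT20 (20 genes, 0 and 0, adjusted p = 0.346) or MDA-MB-231 (18 genes, 0 and 0, adjusted p = 0.679).

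**Figure D2:**
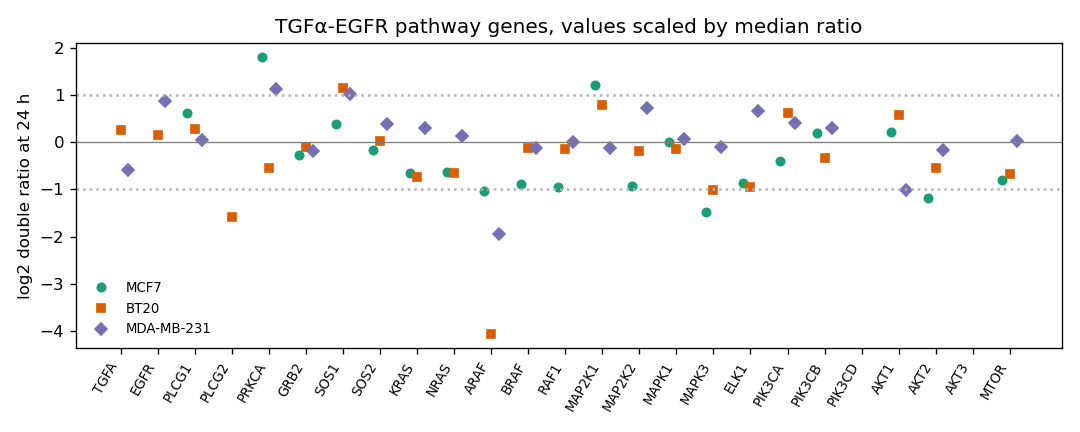
Log2 double ratio at 24 h after median ratio scaling (y axis) of each gene of Table 2 (x axis), with circles for MCF7, squares for BT20 and diamonds for MDA-MB-231 and dotted lines at -1 and 1; a gene that is not listed in a line has no point. Most points lie between the dotted lines, and ARAF lies lowest in BT20, at a double ratio of 0.0595 that rests on 1 tag at 24 h E2 in shWWOX.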

Diagrams in Fig. 8 were prepared based on KEGG networks and signaling pathways (KEGG networks TGFA-EGFR-PLCG-PKC N00227, TGFA-EGFR-RAS-ERK N00229, and TGFA-EGFR-PI3K N00231 contributing to KEGG calcium signaling pathway hsa04020, MAP kinase signaling pathway hsa04010, and PI3K-Akt signaling pathway hsa04151, respectively). As shown, all examined breast cancer cell lines show differential expression genes of TGFα-EGFR signaling which is associated with WWOX protein level. Interestingly, *TGFA* expression is regulated by ERα. However, despite estradiol treatment, we found that *TGFA* transcription was highly elevated in MCF7 cells with a low level of WWOX protein. This together with increased expression of *EGFR* in those cells explains the strong tumor-suppressing activity of WWOX in breast cancer. As we see in Fig. 8, MCF7 WWOX-silenced cells also show elevated expression of TGFα-EGFR signaling core members in all three branches of this pathway when compared to MCF7 WT cells with estradiol treatment. 

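As deposited, most core genes of the pathway in MCF7 had a lower TPM at 24 h with E2 than with VC in shWWOX and a higher one in shControl. After median ratio scaling, with shControl size factors of 1.18 at E2 and 0.540 at VC, the shControl rise did not hold for many of them. It was lost for SOS1, SOS2, BRAF, MAP2K1, MAPK1, PIK3CA, PIK3CB and AKT1. GRB2, KRAS, NRAS, ARAF, RAF1, MAP2K2, MAPK3, ELK1, AKT2 and MTOR kept it. RAF1, the kinase above MEK, had 36.1 TPM at E2 and 75.4 TPM at VC in shWWOX, and 69.1 and 26.2 TPM in shControl, a double ratio of 0.181 (0.520 after median ratio scaling). MAPK3, which encodes ERK1, was the lowest of the RAS-ERK branch, with 25.1 and 76.6 TPM in shWWOX and 76.2 and 29.2 TPM in shControl, a double ratio of 0.126 (0.361 after scaling). MAP2K1, which encodes MEK1, had 12.6 and 11.9 TPM in shWWOX and 12.1 and 9.15 TPM in shControl, a double ratio of 0.806 (2.32 after scaling). In the PLCG-PKC branch PRKCA, a protein kinase C, had the only double ratio above 1, 1.21 (3.49 after scaling), from values of 0.416 to 2.42 TPM, and PLCG1 had 0.529 (1.52 after scaling). The PRKCA value of 0.416 TPM, in shControl at 24 h E2, is 1 tag. With a pseudocount of 1 the double ratio of PRKCA was 0.940. In the PI3K branch AKT1 had 24.3 and 28.1 TPM in shWWOX and 30.4 and 14.2 TPM in shControl, a double ratio of 0.404 (1.16 after scaling), and AKT2 had 0.152 (0.438 after scaling). After scaling 6 of the 20 genes were above 1, with some in each branch, and 19 lay on the same side of 1 as the paper's values (14 as deposited). The construct effect without regard to estradiol passed limma for none of the 17 genes tested, also adjusted over the list alone. From the pattern of Fig. 8 the paper states that these cells show elevated core members in all branches.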

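TGFB1, which encodes the cytokine TGFβ1, was not called for the construct in MDA-MB-231, and at 24 h VC it had a lower TPM with the vector than with WWOX. The TGFB1 promoter, on chromosome 19 of GRCh38 from 41353612 to 41353973, had 17.5 TPM at 24 h E2 and 19.0 TPM at 24 h VC with the vector, and 18.2 and 31.02 TPM with WWOX, a double ratio of 1.57 (1.25 after median ratio scaling). Over the 5 treatment points TGFB1 had 24.8 ± 6.95 TPM (SD, n = 5 libraries) with the vector and 18.5 ± 14.9 TPM with WWOX, a relative log2 of 0.93 (standard error 0.77, adjusted p = 0.620 from limma, higher in 2 of 5 pairs), and TGFB1 is listed at 0 in the WWOX 3 h VC library that stands apart.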

A mentioned above, MDA-MB-231 WT cells having low WWOX expression showed lowered TGFβ mRNA level when WWOX was ectopically overexpressed. Moreover, a low level of WWOX in MDA-MB-231 cells is also associated with the TGFα-EGFR pathway several genes elevated expression which is also associated with estradiol treatment. 

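In MDA-MB-231, 19 of the 22 listed pathway genes had a double ratio above 1 at 24 h, and 13 after median ratio scaling. EGFR had 63.4 TPM at E2 and 45.3 TPM at VC with the vector, and 29.1 and 47.6 TPM with WWOX, a double ratio of 2.29 (1.82 after scaling). PRKCA had 23.6 and 10.5 TPM with the vector and 7.81 and 9.63 TPM with WWOX, a double ratio of 2.76, and SOS1, an exchange factor of RAS, had 2.53, both above 2 also after scaling (2.19 and 2.01). MAP2K2, which encodes MEK2, had 2.07 (1.65 after scaling). ARAF, at 1.21 to 3.47 TPM, was the lowest, with a double ratio of 0.328, and AKT1 had 0.628 (0.498 after scaling). With the WWOX 24 h E2 and VC libraries exchanged ARAF had 0.877, and EGFR was the lowest at 0.855. The construct effect over all treatment points passed limma for none of the 19 pathway genes tested, also adjusted over the list alone (camera adjusted p = 0.324), where EGFR had a relative log2 of 0.99 (standard error 0.47, adjusted p = 0.607, higher in 4 of 5 pairs), a value that holds the WWOX 3 h VC library that stands apart, with 6.35 TPM of EGFR. With the WWOX 24 h E2 and VC libraries exchanged, 11 genes were above 2 and none below 0.5, and with scaling as well, a combination chosen after seeing the data, 1 was above 2 and 2 below 0.5, with 11 on each side of 1 and EGFR at 0.420.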

Similar to MDA-MB-231, BT20 breast cancer cells also express variable levels of ERβ receptor (Hanstein et al. 1999). Our analysis depicted in Fig. 8 shows that TGFα-EGFR pathway core gene expression is also affected both by estradiol and WWOX silencing. 

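In BT20 the pathway genes lay close to the median of all genes, with 6 of 23 above 1 at 24 h and 8 after median ratio scaling. SOS1 had 10.0 TPM at E2 and 6.71 TPM at VC in shWWOX, and 7.30 and 9.46 TPM in shControl, the highest double ratio of the list at 1.94 (2.21 after scaling). MAP2K1 had 1.52 and AKT1 1.32, while EGFR, at 129.6 and 165.6 TPM in shWWOX and 112 and 139 TPM in shControl, had 0.974. Below 0.5 were ARAF (0.0524), at 0.335 to 3.24 TPM, PLCG2 (0.293), MAPK3 (0.437) and ELK1 (0.452), a transcription factor downstream of ERK. The ARAF value of 0.335 TPM is 1 tag, and with a pseudocount of 5 the double ratio of ARAF was 0.585. Over the 5 treatment points 2 of the 20 pathway genes tested by limma were lower in shWWOX than in shControl and none higher (1 and 0 adjusted over the list alone; camera adjusted p = 0.192 from limma). The pair was RAF1, with a relative log2 of -0.73 (adjusted p = 0.0211 from limma), and SOS2, with -0.85 (adjusted p = 0.0363 from limma). EGFR was not among them (relative log2 -0.52, standard error 0.22, adjusted p = 0.147 from limma, lower in 3 of 5 pairs).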

In all three branches of this pathway, we observed differential expression and some overexpression of *TGFA* under estradiol treatment in WWOX-silenced BT20 cells. To summarize, TGFα-EGFR is regulated in breast cancer mostly by estradiol through ERα regulation of TGFα expression. Our findings showed that such TGFα-EGFR carcinogenic action can be enhanced in breast cancer with low expression of *WWOX* tumor suppressor gene which is supposed to be a very common event in this tumor. As our experiments show, ER-positive MCF7 breast cancer cells showed increased aggressiveness when estradiol action was combined with lowered WWOX protein levels.

**Fig. 8:**
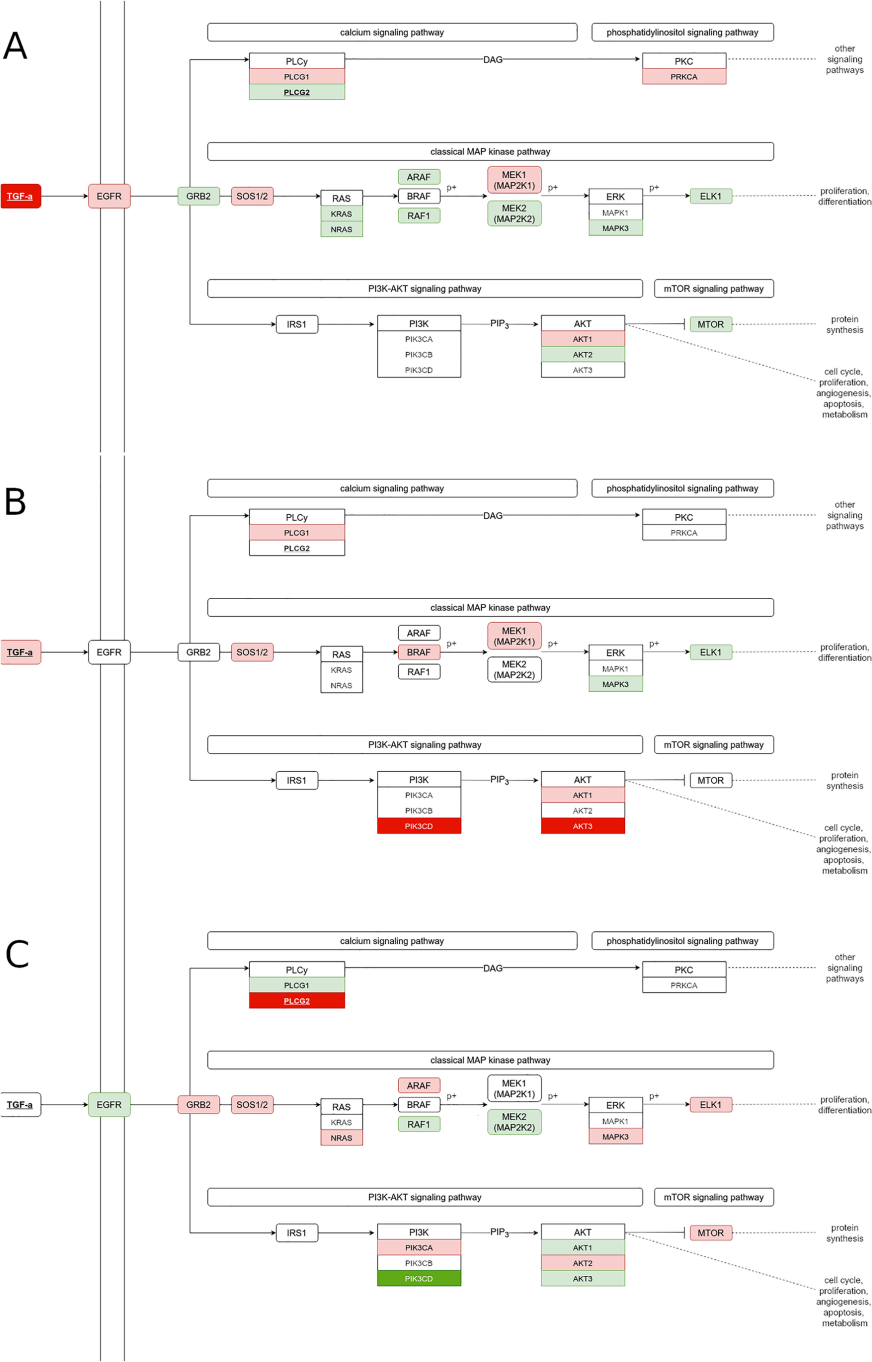
TGFα-EGFR core members of three branches (based on KEGG) colored according to differences in expression in cell line constructs with low versus high expression of WWOX after 24-h estradiol treatment. The red color indicates increase and green color the decrease in expression

**Table 2:** Differences in expression (FC) of genes participating in three major branches of TGFα-EGFR signaling in cell line constructs with low versus high expression of *WWOX* after 24-h estradiol treatment

	BT20	MCF7	MDA-MB-231
TGFA	2.64	100 >	1.16
*EGFR*	1.04	1.38	0.48
	Calcium signaling pathway (KEGG: hsa04020)		
*PLCG1*	1.38	1.24	0.53
*PLCG2*	0.96	0.55	8
*PRKCA*	0.85	1.41	0.8
	MAP kinase signaling pathway (KEGG: hsa04010)		
*GRB2*	1.06	0.68	1.34
*SOS1*	3.16	1.52	0.8
*SOS2*	1.09	0.79	1.24
*KRAS*	0.76	0.65	0.98
*NRAS*	0.7	0.7	1.2
*ARAF*	0.86	0.54	1.46
*BRAF*	1.47	0.75	1.01
*RAF1*	1.29	0.5	0.54
*MAP2K1*	2.02	1.68	0.84
*MAP2K2*	1	0.5	0.67
*MAPK1*	0.98	0.84	0.9
*MAPK3*	0.62	0.32	2.31
*ELK1*	0.65	0.63	2
	PI3K-AKT signaling pathway (KEGG: hsa04151)		
*PIK3CA*	1.06	1.17	1.68
*PIK3CB*	0.74	1.1	0.82
*PIK3CD*	100 >	1	0.16
*AKT1*	2.33	1.73	0.5
*AKT2*	0.85	0.47	1.31
*AKT3*	100 >	1	0.57
*MTOR*	0.83	0.62	1.79

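JUNB, an AP-1 subunit, was lower with E2 than with VC in MCF7 shWWOX and higher with E2 in shControl at 24 h. The JUNB promoter, on chromosome 19 of GRCh38 from 12791480 to 12791488, had 79.4 TPM at E2 and 433 TPM at VC in shWWOX, and 208 and 86.3 TPM in shControl. The double ratio of JUNB was 0.0760, or 0.218 after median ratio scaling, and its relative log2 was -2.34 at 24 h and 0.31 at 3 h. Over both times the interaction term of limma for JUNB had a log2 of -1.63 (standard error 0.82, unadjusted p = 0.0466), or a relative log2 of -0.997, and did not pass after adjustment. EGFR is not listed in MCF7.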

Going downstream of TGFα-EGFR, it was reported that JUNB may enhance EGFR transcription in MCF7 cells (Johnson et al. 2000) and we found this gene to be downregulated in MCF7 WWOX-silenced cells after estradiol stimulation but EGFR expression was elevated anyway in those cells compared to MCF7 with WWOX native level. SHC1 protein (downregulated in MCF7 WWOXlow cells) sequesters ERK inhibiting MAPK/ERK pathway involved in cancer pathogenesis (Lin et al. 2019). 

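SHC1, an adaptor between receptor kinases and RAS, was lower in the double ratio of MCF7 at 24 h. Its promoter on chromosome 1 of GRCh38 from 154974337 to 154974450 had 17.7 TPM at 24 h E2 and 35.9 TPM at 24 h VC in shWWOX, and 66.6 and 12.2 TPM in shControl. The double ratio was 0.0899, or 0.258 after median ratio scaling, and the relative log2 was -1.99 at 24 h and 0.18 at 3 h. Over both times SHC1 did not pass the interaction term of limma (relative log2 -0.89, standard error 0.79).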

Finally, we found the *MYC* gene to be overexpressed in MCF7 and BT20 WWOX-silenced cells under estradiol which connects TGFα-EGFR and TGFβ signaling pathways.

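MYC rose with estradiol in both MCF7 constructs, and at 24 h its ratio of E2 to VC was larger in shWWOX. In MCF7 its promoter on chromosome 8 of GRCh38 from 127736067 to 127736444 had 23.9 TPM at 24 h E2 and 1.21 TPM at 24 h VC in shWWOX, and 8.33 and 1.84 TPM in shControl, a double ratio of 4.37 (12.5 after median ratio scaling). The relative log2 of MYC was 3.13 at 24 h and -1.68 at 3 h, so the construct with the larger ratio differed between the times. Over both times and constructs estradiol raised MYC from 1.95 ± 0.967 to 20.5 ± 9.54 TPM (SD, n = 4 libraries), a relative log2 of 2.39 (standard error 0.43, adjusted p = 1.96e-08 from limma, higher in 4 of 4 pairs). In BT20 MYC stayed below 5 TPM at 24 h, with 2.34 and 1.52 TPM in shWWOX and 3.04 and 4.77 TPM in shControl, a double ratio of 2.41 (2.74 after scaling) and a relative log2 of 1.10, against -2.17 at 3 h.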

### WWOX and estrogen-mediated apoptosis

Both in normal and malignant mammary epithelial tissue, 17β-estradiol promotes cell proliferation by expression regulation of hormone-responsive genes involved in the cell cycle and/or apoptosis. E2 proved itself to be a potent inhibitor of apoptosis, which regulates the expression of such apoptotic proteins, as Bcl-2 and bclx(L) (Gompel 2000). On the other hand, estrogen was also found to induce apoptosis in BC cells that have been for a long-time deprived of estrogen (LTED cells) or were treated exhaustively with anti-estrogen drugs (Song et al. 2001; Jordan et al. 2005). The pro-apoptotic mechanisms of estradiol action in LTED cells are associated with the death receptors (activation of the complex of Fas death receptor and Fas ligand (FasL) (Gompel 2000)), mitochondrial pathway (release of cytochrome c from the mitochondria and downregulation of Bcl-2 (Lewis et al. 2005; Song et al. 2005)), as well as with repression of the anti-apoptotic factor NF-kB (Lewis-Wambi and Jordan 2009). E2 affects apoptosis also by modulating the c-Jun N-terminal kinase (*JNK*) signaling pathway, which might be additionally ERα-receptor status dependent. Under certain conditions, E2 induced apoptosis and increased phosphorylation of c-jun for ER + MCF7 cells but not in MDA-MB 231 ER − cells (Altiok et al. 2007). Cellular survival might be also mediated by activation of the MAPK and PI3K/Akt signaling pathways via non-genomic action of estrogen-ER complex, which as reported interacts with c-Src protein (Liang and Shang 2013).

Our NGS analysis revealed 60 unique cell death/apoptosis-related genes (programmed cell death GO:0,012,501, apoptotic process GO:0,006,915) well diversifying *WWOX* expression variants, which were estrogen associated (Supplementary Table 8). One of the major apoptosis regulators is BAD pathway which several genes transcription controlled by ERα we found to be overexpressed under E2 treatment in MCF7 *WWOX*-depleted cells. 

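Of the genes of the BAD pathway, BAD and BCL9L had lower values with E2 than with VC in MCF7 shWWOX at 24 h, and BMF had almost no tags with E2. BAD, a pro-apoptotic BCL2 family member on chromosome 11 of GRCh38 from 64284583 to 64284708, had 5.66 TPM at E2 and 16.2 TPM at VC in shWWOX, and 5.83 and 6.32 TPM in shControl, a double ratio of 0.378 (1.09 after median ratio scaling) and a relative log2 of 0.08. BCL9L, a cofactor of β-catenin on chromosome 11 from 118925506 to 118926058, had 41.8 and 91.6 TPM in shWWOX and 73.3 and 54.1 TPM in shControl, a double ratio of 0.337 (0.969 after scaling) and a relative log2 of -0.19. BMF, on chromosome 15 from 40108873 to 40108879, had 0.0695 and 3.64 TPM in shWWOX and is listed at 0 for E2 in shControl, so it has no double ratio. BCL6 is not listed in MCF7.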

There are *BCL6*, *BCL9L*, and *BMF*, the pro-apoptotic BCL2-modifying factor (Oudenaarden et al. 2018). Downstream in the caspase cascade, the estrogen controlled expression of caspase-4 was induced in WWOX-silenced MCF7 cells. CASP4 gene was previously identified as a major regulator if estrogen induced apoptosis in long-term estrogen-deprived MCF7 cells (Ariazi et al. 2011). Interestingly, despite of *CASP4* expression induction by E2 in MCF7 WWOX-silenced cells, we observed significant reduction of apoptosis. This may be associated with increased expression of anti-apoptotic survivin gene (*BIRC5*) and *JDP2* gene which is another cellular survival protein which represses *AP1* TF and inhibits apoptosis (Lerdrup et al. 2005). 

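JDP2, a repressor of AP-1, had a higher TPM with E2 than with VC in MCF7 shWWOX at 24 h. In shControl the deposited values were similar. After median ratio scaling, with size factors of 1.18 at E2 and 0.540 at VC there, the shControl value was lower with E2. The JDP2 promoter, on chromosome 14 of GRCh38 from 75428017 to 75428068, had 9.62 TPM at 24 h E2 and 3.88 TPM at 24 h VC in shWWOX, and 5.00 and 4.73 TPM in shControl. JDP2 had a double ratio of 2.35, or 6.74 after median ratio scaling, and the relative log2 was 2.41 at 24 h and -1.28 at 3 h. Over both times estradiol did not change JDP2 past the threshold (relative log2 -0.74, standard error 0.44, adjusted p = 0.681 from limma, higher in 2 of 4 pairs).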

Lastly, *WWOX* silencing-depended survival of cancer cells can be also associated with *PRKG2* gene E2-induced expression. *PRKG2* encodes cGMP-dependent protein kinase and regulates broad spectrum of cellular processes such as cell proliferation, differentiation, and cell cycle (Wang et al. 2014; Jiang et al. 2014). Another road of cell death inhibition in MCF7 *WWOX*-silenced cells can lead through Fn14 receptor gene (*TNFRSF12A*) overexpression. Fn4 is the receptor for *TWEAK*. The TNF-like weak inducer of apoptosis and expression of *TNFRSF12A* is controlled by estrogen. It was reported that *TNFRSF12A* ectopically induced expression in MCF7 and T47D cells resulted in a significant induction of invasion and activation of NF-kB signaling (Willis et al. 2008).

There are also some reports suggesting association between *TRADD* and *WWOX*. All thanks to short peptide Zfra (zinc finger-like protein that regulates apoptosis), which regulates TNF-mediated cell death via interacting with TRADD and FADD, as well as JNK1, WWOX, and NF-kB during stress response (Hong et al. 2007; Dudekula et al. 2010). In a proposed model of Zfra/WWOX/TRADD apoptosis, after TNF induction, Zfra physically interacts with TRADD and WWOX and WWOX binds TRADD; therefore, both are recruited to death-inducing signaling complex (DISC) (Dudekula et al. 2010).

Apoptosis is one of numerous cellular processes *WWOX* has been suggested to play roles in Chang et al. (2001); Aqeilan et al. 2004b). Indeed, our NGS results stay in tune with literature reports and all identified apoptosis-related genes were proved to be in tight relationship with *WWOX* and co-regulated by estrogen receptors. Also, our biological experiments (Fig. 4) point at WWOX-ER association with apoptosis. In this case, we can however observe rather the modulation of the apoptosis pathway, which is *WWOX* gene level dependent, than straightforward relationship. Additionally, for both ERα-positive cell lines, estrogen treatment decreased apoptosis, while for estrogen-independent breast cancer cells, increase of apoptosis was noticed. One could suggest that pro-oncogenic activity of E2 is prevalent in that case; however, it is known that oncogenic effect of estrogen is mediated predominantly by ERα activation of cell proliferation-promoting or apoptosis-downregulating genes (Liang and Shang 2013). On the other hand, it was reported that ERα and ERβ can differentially modulate apoptosis-related pathways. Apoptosis-associated JNK kinase was found estrogen activated by ERβ, contrary to ERα, via which this kinase was inhibited (Razandi et al. 1999). This might be the case of our divergent results.

The modulation of adhesion, invasion, and apoptotic properties in all examined breast cancer cell lines, depending on the level of *WWOX* tumor suppressor gene expression, as well as the treatment of estrogen, was confirmed. The obtained results point at a complex role of *WWOX* gene in breast carcinogenesis, which seems to be in tight relationship with the presence of estrogen α and/or β receptors; however, further studies are required to reveal the sophisticated function of the *WWOX* gene.

## Conclusions

As showed in our data and discussed above, *WWOX* in breast cancer modulates significant number of estrogen-regulated genes both ERα- and ERβ-dependent. As our data shows and was reported by others, *WWOX* gene silencing is associated with cancer aggressiveness, epithelial-to-mesenchymal transition, tumor metastasis, and chemoresistance. *WWOX* depletion changes cancer cell proliferation, survival, and apoptosis. We revealed that TGFα-EGFR carcinogenic action is being enhanced in BC cases of low *WWOX* expression which is supposed to be a very common event in this tumor. Additionally, ER-positive MCF7 breast cancer cells showed increased aggressiveness when estradiol action was combined with lowered WWOX protein levels.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus (accession number: GSE140406; https://www.ncbi.nlm.nih.gov/geo/). Supplementary materials supporting the presented findings are available at GitHub repository (https://github.com/orzechmag/wwox-er).

How the deposited data were processed for this re-analysis (not part of the article)

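Capped 5′ ends of RNA were measured by nAnT-iCAGE in MCF7 and BT20 cells with an shRNA against WWOX or a control shRNA, and in MDA-MB-231 cells with ectopic WWOX or the empty vector. Each of the 3 lines had 5 treatment points per construct (untreated, and E2 at 10 nM or VC for 3 h and 24 h), so 30 libraries with 1 library per condition. Sample conditions were taken from the sample labels, which describe another CAGE protocol and instrument than the paper.

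The authors checked reads with FastQC, split them by barcode, filtered them with AfterQC, aligned them to GRCh38 (hg38) with BWA, sorted them with SAMtools and used CAGEr for start sites, tag count normalization and the construction of promoters. The versions of these tools were not given in the text used here. The deposited values are in the unit the authors call TPM, which for these tags is the same as RPM: the tags of a cluster scaled by the total of mapped tags of the library before deposit. Tested on the files, all values of a library were whole multiples of 1 step (within 0.02 of a read), and this step was taken as 1 tag except in BT20 shControl 24 h VC, where the smallest value is 2 steps and the reads were not taken as recovered. The listed clusters held 28.3 to 72.5% of all mapped tags in MCF7, 33.6 to 59.96% in BT20 and 39.8 to 77.9% in MDA-MB-231. In MCF7 and BT20 the values in each sample's own file were identical to those in the table of the line (10 of 10 columns in each), and for MDA-MB-231, whose table names its columns after shRNA constructs, the samples' own files were used.

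The tables held 11699 clusters in MCF7, 11317 in BT20 and 15296 in MDA-MB-231, of which 9861, 9543 and 11652 carried a gene name. Named clusters were summed per gene, after older names were updated, and unnamed clusters were left out of all gene results. Mitochondrial clusters held 5.48 to 14.9% of the mapped tags and stayed in the total. The double ratio was computed from the 24 h libraries with no pseudocount, while the relative log2 is the log2 of the double ratio of TPM + 1 minus its median over genes with a mean of at least 5 TPM, or for limma the log2 change minus the median of the genes tested, while the p-values of limma test the log2 change before this median is subtracted. ERα targets were counted as expressed at a TPM above 5 in at least 1 of the 10 libraries of a line. A double ratio above 2 or below 0.5 was counted as past 2-fold.

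The construct effect was tested over the 5 treatment points as pairs, the estradiol effect over the 4 pairs of construct and time, and the interaction as the difference of the estradiol effect between constructs over both times. The test was limma (empirical Bayes with a trend) on log2(TPM + 1) for genes with a mean of at least 5 TPM in the libraries of the comparison, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. There is 1 stable pool per construct, so the residual spread is that between treatment points. Lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of at least 5 genes in each comparison. The lists numbered 21 and were fixed before the data were examined, as were the rule for named genes and the alternatives, except where the text says that a choice followed the values. ERα targets were compared with 10000 random lists matched on mean TPM in 20 bins, and WWOX levels by an exact paired permutation test.

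Genes are named if the paper names them or if they belong to a fixed list (those with the largest change), to the 10 with the largest double ratio in each direction at a mean of at least 20 TPM and the same sign of the log2 double ratio at 3 h, or to the 15 largest changes in each direction that passed and went the same way in every pair. Values of the paper's Table 2 and of the first part of its Supplementary Table 3 had been seen for AGR2, ANXA1, BRAF, BIRC5, BMF, BCL6, BCL9L, BAD and ADAM17 when this rule was written.

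Alternatives were other pseudocounts (0.5, 1 and 5), no filter and stricter filters on low values, scaling by median ratio size factors, leaving short RNAs out of the total, the direct ratio at 24 h E2, the 3 h libraries, exchanged MDA-MB-231 WWOX labels at 24 h, fits without blocks, 1 time only, each pair left out in turn, a threshold of 0.1, and edgeR (quasi-likelihood) and DESeq2 on recovered reads. Removal of the GC trend of each library (lowess, span 0.3, over the cluster and 75 bases), the combinations of 2 choices (scaling with 1 time only, with each pair left out, with a filter, without blocks or with exchanged labels), and edgeR and DESeq2 for the estradiol effect and the interaction were chosen after seeing the data. The pipeline was tested on simulated data with 200 changed genes and an assumed dispersion of 0.05, which may be larger or smaller than that of these libraries. In data with no change for most genes but the library scaling kept, 74.5% of unchanged MCF7 genes had a deposited double ratio below 0.5 and 8.74% after median ratio scaling. Of unchanged BT20 genes 14.1% lay below 0.5 and 6.34% above 2 as deposited (9.68% and 9.27% after scaling). In MDA-MB-231 these shares were 4.36% and 18.8% (9.31% and 9.80% after scaling). At the depth and scaling of these libraries limma recovered 86.7% of 4-fold estradiol effects in MCF7, and 100% of 4-fold construct effects in BT20, but for the 4-fold interaction 10.4% in MCF7, 34.7% in BT20 and 11.5% in MDA-MB-231 as deposited, 44.8%, 67.35% and 53.1% after median ratio scaling, and 39%, 63% and 60% by edgeR on reads. For the simulated estradiol effect in MDA-MB-231, 20.5% of the limma calls were false as deposited and 5.88% after scaling.

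Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Adhesion, invasion and apoptosis assays and western blots have no sequencing data and were left out, as were T47D cells, which the authors removed for low sequencing quality, the ERβ targets, of which the copy used holds 102, and the lists of Supplementary Tables 4 to 8.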

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

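Of the tests reported here, the depth and GC tests of the MDA-MB-231 WWOX 3 h VC library were set before their results were seen, and the other tests of causes and the splits of the libraries were chosen after the results they bear on were seen. Single libraries were compared with the others of their group by Dixon's test for 21 groups and measures, and chance alone picks out about 1 in 20 groups. For WWOX the MCF7 shControl untreated library stood far above the other shControl libraries, at 112 TPM. The share of short RNAs was 0.709% in the MDA-MB-231 WWOX untreated library, far from the other WWOX libraries. The MDA-MB-231 vector untreated library held 85 genes that reach 3 TPM there and stay under 1 TPM in the other 9 libraries of the line, far more than the other vector libraries.

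BT20 shWWOX against shControl passed for 1175 genes, a comparison the paper does not report on its own. A GC trend was argued against as the whole cause, since 1019 of these stayed past the threshold with each library's GC trend removed. The counting noise of lower shWWOX depth was argued against as well, since 480 of 556 genes stayed when 8 libraries were thinned to 2985962 tags each. Thinning cannot remove other library differences that go with depth, and these stay open. The count fell to 532 without the 3 h E2 pair and 534 without the 3 h VC pair, where shControl had 10401530 and 12926575 tags. It rose to 1562 without the 24 h E2 pair and 1304 without the untreated pair, where shControl had 4932246 and 3086220 tags. Of 100 splits of the libraries 3 gave as many genes, the real one included (highest other 1279), so chance can be excluded at that share only if splits that mix treatment points with constructs count; of the 11 that part all pairs the real one alone did (highest other 87), too few for a share under 0.05. Since each construct was 1 stable pool, an effect of WWOX and a difference between pools cannot be told apart here. A biological cause, WWOX silencing itself, stays open as 1 of these.

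The BT20 shWWOX 24 h E2 library held 16 genes that are near 0 in the other 9 BT20 libraries, and BT20 passed 8 genes for the interaction of estradiol and construct, among them VIM, which had 67.3 TPM in that library and at most 4.27 TPM in the others. RNA or reads of MDA-MB-231 may account for these genes, since 14 of the 16 have a median of at least 20 TPM in MDA-MB-231 (4 of 16 in MCF7), but neither test decides. In the first, 8 of 8 listed genes of at least 100 TPM in MDA-MB-231 were raised, an outcome the listing fixes, and in the second, written because of this, 1 gene alone could be tested (VIM, 1 of 1, at 9.85% of its MDA-MB-231 level); another count, on the incomplete copy of the supplement, was made and not used. Against this cause, 9 genes of at least 100 TPM in MDA-MB-231 are not listed in BT20. At the median share of 4.09% each would reach 3 TPM, and ANKRD1 (512 TPM) 20.95 TPM. That share comes from genes picked for reaching 3 TPM in this library, and it ran from 1.87 to 14.7%. At the lowest share ANKRD1 would still reach 3 TPM but not all 9 would, so these missing genes weigh less than the median share makes it seem. An effect of estradiol with WWOX silencing stays open too, and this library enters every BT20 double ratio at 24 h.

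The MDA-MB-231 WWOX 3 h VC library had a median correlation across genes of 0.645 with the other libraries of its line, where those had 0.910 to 0.944. Low depth (944716 tags) is argued against, since a deep library of the line thinned to the same number had 0.900 (0.930 at full depth), and a GC trend, since the correlation was 0.680 with the trend removed. A library of MCF7 or BT20 is argued against as well, since its higher correlation with those lines was 0.481, below 0.668 with its own over the genes shared by all lines. What sets it apart stays open, and no biological explanation was tested.

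MCF7 passed 401 genes for E2 against VC over both times and constructs, a comparison the paper does not report. Of 32 fitted splits (3 more could not be fitted) 3 gave as many genes, the real one included, with a highest other of 769. So chance cannot be excluded by these counts as deposited. Among the 8 that part all pairs, too few for a share under 0.05, the highest other was 6. After median ratio scaling 1 of the 32, the real one with 180, gave as many (highest other 68). There chance can be excluded at that share only if splits that mix treatment with construct and time count. Of the 8 that part all pairs the real one alone did after scaling (highest other 0), again too few for a share under 0.05. Of the 22 genes of the estradiol-induced list 22 rose as deposited and 19 after scaling. MDA-MB-231 passed 6 genes for vector against WWOX, where 4 of 100 splits gave as many, so chance can be excluded at that share only if splits that mix treatment points with constructs count; the highest other gave 2865, far above the real count, which points to a structure of the libraries that was not tested, and of the 11 that part all pairs, too few for a share under 0.05, the others gave 0. For the MCF7 construct effect (1 gene) 37 of 100 splits gave as many or more, with a highest other of 4964, again far above the real count, for the BT20 estradiol effect (7 genes) 8 of 32, with a highest other of 7, and for the MDA-MB-231 estradiol effect (0 genes by limma, 317 at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2) 32 of 32, with a highest other of 384, so chance cannot be excluded for the counts of 1 and 7, which says nothing on MIR30A alone (relative log2 2.94, adjusted p = 2.01e-07 from limma, higher in 5 of 5 pairs), while the count of 0 fixes its own outcome.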

How the results depend on the processing

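The combinations of scaling with a filter, with exchanged libraries, without blocks, with 1 time only or with 1 pair left out, the GC trend removed, and edgeR and DESeq2 for the estradiol effect and the interaction were chosen after seeing the data, and all the other alternatives were set before. Each double ratio rests on 4 single libraries, and the libraries hold 944716 to 28794435 tags (1 of the 30 not recovered). Of the values that answer a comparison 236 stayed within 1.5 times or kept their side of the threshold under an alternative and 122 did not, all of them counts. The WWOX levels and the number of expressed ERα targets were among those that stayed, and the samples' own files, which hold the values of the tables in MCF7 and BT20, changed nothing there. Stricter filters leave fewer genes and the fits on 1 time or without 1 pair use fewer libraries; beyond that, for every value given here the cause was not tested.

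The 39 ERα targets of MCF7 above 2 became 25 with a pseudocount of 0.5, 22 with a pseudocount of 1, 11 with a pseudocount of 5, 82 with the 3 h libraries, 197 with scaling, 16 with a mean TPM of at least 5, 9 with a mean TPM of at least 20, 68 with scaling and a mean TPM of at least 20. Those below 0.5 in MCF7 went from 583 to 360 with a pseudocount of 5, 253 with the direct ratio, 117 with the 3 h libraries, 138 with scaling, 165 with a mean TPM of at least 20, 24 with scaling and a mean TPM of at least 20. BT20 targets above 2 went from 76 to 20 with a pseudocount of 5, 21 with the 3 h libraries, 115 with scaling, 44 with a mean TPM of at least 5, 18 with a mean TPM of at least 20, 34 with scaling and a mean TPM of at least 20. BT20 targets below 0.5 went from 100 to 24 with a pseudocount of 5, 32 with the direct ratio, 63 with scaling, 61 with a mean TPM of at least 5, 30 with a mean TPM of at least 20, 17 with scaling and a mean TPM of at least 20. MDA-MB-231 targets above 2 went from 202 to 33 with a pseudocount of 5, 92 with the 3 h libraries, 402 with exchanged WWOX libraries, 112 with scaling, 110 with a mean TPM of at least 5, 26 with a mean TPM of at least 20, 5 with scaling and a mean TPM of at least 20. MDA-MB-231 targets below 0.5 went from 23 to 15 with a pseudocount of 1, 1 with a pseudocount of 5, 47 with the direct ratio, 490 with the 3 h libraries, 60 with exchanged WWOX libraries, 56 with scaling, 6 with a mean TPM of at least 5, 2 with a mean TPM of at least 20, 11 with scaling and a mean TPM of at least 20. Pathway genes past 2-fold in MCF7 went from 17 to 5 with the direct ratio, 3 with the 3 h libraries, 5 with scaling. In BT20 these pathway genes went from 4 to 1 with a pseudocount of 5. In MDA-MB-231 they went from 5 to 2 with a pseudocount of 5, 15 with the 3 h libraries, 11 with exchanged WWOX libraries, 3 with exchanged and scaled libraries.

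Genes past the threshold for estradiol in MCF7 went from 401 to 267 with a mean TPM of at least 20, 180 with scaling, 662 with a threshold of 0.1, 183 with no block, 2 with 24 h only, 1483 with 3 h only, 171 with edgeR, 228 with the GC trend removed and 57 to 2058 with 1 pair left out (57 without either 3 h pair, 118 without shControl 24 h, 2058 without shWWOX 24 h), and on scaled values from 180 to 512 with 3 h only, 211 with 24 h only, 68 without shControl 24 h, 70 without shControl 3 h, 65 without shWWOX 3 h and 205 without shWWOX 24 h. In BT20 the estradiol count went from 7 to 4 with a mean TPM of at least 20, 0 with scaling, 4 with no block, 0 with 3 h only, 0 with edgeR, 24 with DESeq2, 0 with the GC trend removed and 3 to 17 with 1 pair left out (17 without shControl 24 h, 3 without shWWOX 24 h; DESeq2 gave an adjusted p to 2496 genes), and on scaled values from 0 to 4 without shWWOX 24 h, 1 without shControl 3 h, 2 with 3 h only and 1 with 24 h only. In MDA-MB-231 it went from 0 by limma (317 at an unadjusted p under 0.05, 0 by edgeR) to 1098 with 24 h only, 1 with DESeq2 and 0 to 4 with 1 pair left out (4 without WWOX 3 h), and on scaled values from 0 to 402 with 24 h only and 16 without WWOX 3 h. At 24 h in that line depth goes with treatment, since both E2 libraries have fewer tags than both VC libraries. The construct effect in BT20 went from 1175 to 688 with a mean TPM of at least 20, 572 with no block and 532 to 1562 with 1 pair left out (556 without 24 h VC, 532 without 3 h E2, 534 without 3 h VC), and on scaled values from 1510 to 756 without 24 h VC, 604 without 3 h E2 and 708 without 3 h VC. The construct effect in MDA-MB-231 went from 6 to 3 with a mean TPM of at least 20, 10 with no block, 17 with edgeR, 112 with DESeq2, 16 with the GC trend removed and 1 to 172 with 1 pair left out (172 without 3 h VC, 1 without any 1 of the other pairs, the untreated pair among them), and on scaled values from 7 to 311 without 3 h VC, 2 without the untreated pair, 1 without any 1 of the others and 21 with no block, while the 1 gene of the MCF7 construct effect became 3 on scaled values without 24 h E2. The interaction in BT20 went from 8 to 3 with a mean TPM of at least 20, 15 with scaling, 408 with edgeR, 55 with DESeq2 and 2 to 9 with 1 pair left out (5 without shControl 24 h, 2 without shWWOX 24 h, 4 without shWWOX 3 h; DESeq2 gave an adjusted p to 615 genes and edgeR to 6928), and on scaled values from 15 to 161 without shControl 24 h, 683 without shControl 3 h, 6 without shWWOX 24 h and 10 without shWWOX 3 h. For the interaction in MCF7 the count went from 0 by limma (91 at an unadjusted p under 0.05, 0 by edgeR and DESeq2) to 0 to 1 with 1 pair left out (1 without shWWOX 24 h), and on scaled values from 0 to 22 without shWWOX 3 h and 1 without shWWOX 24 h. For the interaction in MDA-MB-231 it went from 0 by limma (172 at an unadjusted p under 0.05, 0 by edgeR and DESeq2) to 0 to 678 with 1 pair left out (678 without WWOX 24 h), and on scaled values from 0 to 3369 without WWOX 24 h, where the only WWOX pair left holds the WWOX 3 h VC library that stands apart.

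Lists past the threshold went from 1 for the MCF7 construct effect to 0 with a mean TPM of at least 20, 0 with short RNAs left out and 1 to 5 with 1 pair left out (5 without the untreated pair, 4 without 24 h E2). For the MCF7 estradiol effect they went from 7 to 3 with a mean TPM of at least 20, 3 with scaling and 4 to 7 with 1 pair left out (4 without shWWOX 24 h). For the MCF7 interaction they went from 0 to 2 with a mean TPM of at least 20 and 1 to 3 with 1 pair left out (1 without shWWOX 24 h and 3 without any 1 of the others). The BT20 construct effect gave 4 lists, and 4 to 8 with 1 pair left out (8 without 24 h E2, 7 without 3 h VC). The BT20 estradiol effect gave 4, and 2 with a mean TPM of at least 20 and 2 to 5 with 1 pair left out (2 without shWWOX 24 h). The BT20 interaction gave 1, and 2 with no filter and 0 to 3 with 1 pair left out (0 without shWWOX 24 h, 3 without shControl 3 h). In MDA-MB-231 the construct effect gave 0 lists, and 0 to 4 with 1 pair left out (4 without 3 h VC, 1 without 24 h VC). The MDA-MB-231 estradiol effect gave 0, and 0 to 1 with 1 pair left out (1 without WWOX 3 h). The MDA-MB-231 interaction gave 0, and 0 to 3 with 1 pair left out (3 without WWOX 3 h).

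With the 3 h libraries alone the estradiol effect on BIRC5 in MCF7 turned to -0.12. Computed at 3 h, the relative log2 double ratio in MCF7 turned from higher to lower for BIRC5 (-0.39), GLI3 (-1.77), MUC1 (-0.31, and -0.0489 with the direct ratio), JDP2 (-1.28), HES1 (-1.01), CDH18 (-1.26), KRT8 (-0.57), TNFRSF12A (-0.0378) and MYC (-1.68), and from lower to higher for LAMC1 (0.0337), CLDN4 (0.21), JUNB (0.31) and SHC1 (0.18). MYC in BT20 turned to -2.17 at 3 h and -0.45 with the direct ratio, and CRKL in MDA-MB-231 to -0.19 at 3 h and -0.94 with exchanged WWOX libraries. These are the turns of values that were past 2-fold or passed. Among values that were neither, the relative log2 turned for KRT18 in MDA-MB-231 (-1.80 at 3 h, -1.44 with exchanged WWOX libraries), TGFB1 there (-2.70 at 3 h, -1.75 with exchanged WWOX libraries, -0.25 with the direct ratio), TGFA in BT20 (-0.65 at 3 h, -0.19 with the direct ratio), BIRC5 in the BT20 construct effect (-0.04 without 24 h E2 or 3 h E2) and, in MCF7, ROBO1 (-1.71 at 3 h, -0.22 with scaling), BMF (-1.78 at 3 h, -0.54 with scaling), COL12A1 (-0.45 at 3 h), AGR2 (-0.16 with the direct ratio), ADAM17 (-0.98 at 3 h, -0.07 with scaling, -0.03 with a pseudocount of 0.5) and PLCB1 (-1.30 at 3 h). The genes named for the size of their double ratio were not rerun under every alternative, and with exchanged WWOX libraries RCAN1 (-0.13), TM4SF1 (-0.06), CXCL8 (-0.82), SEC14L1 (-0.37), CD44 (-1.004), LGR4 (1.32) and PHF23 (1.77) turned in MDA-MB-231. Of the values of single genes besides the turns past 2-fold, 1268 stayed within 1.5 times or on the same side of the threshold, 162 no longer passed, 26 newly passed and 67 moved by over 1.5 times.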

Differences from the paper's values

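A value is listed here if it is over 1.5 times the paper's or the reverse. The alternatives tried on each value, all set before the data were examined, were pseudocounts of 0.5, 1 and 5, the direct ratio at 24 h E2, the 3 h libraries, median ratio scaling, short RNAs left out of the total and, in MDA-MB-231, exchanged 24 h E2 and VC libraries of the WWOX construct. An alternative not named with a value did not close its gap.

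The paper's number of ERα targets higher in MCF7 with low WWOX is 147, where 39 had a double ratio above 2 here, and 21 of these in MCF7 alone, the way the bars of Fig. 5A count. Median ratio scaling gave 197 and 125 and closed both gaps, and no other alternative did, filters at a mean of 5 or 20 TPM or over all 30 libraries among them. For lower expression the paper's number is 107, where 583 lay below 0.5 here, and 387 in MCF7 alone. The first gap closed under median ratio scaling (138) and with the 3 h libraries (117), and the second under median ratio scaling (92) and with a mean of at least 20 TPM (141), while the other alternatives closed neither.

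Of the double ratios of Table 2 in MCF7, 1 of 20 lay within 1.5 times the paper's value as deposited and 18 did after median ratio scaling. GRB2 (paper's value 0.68, here 0.288), RAF1 (paper's value 0.5, here 0.181), MAP2K2 (paper's value 0.5, here 0.184), MAPK3 (paper's value 0.32, here 0.126), PIK3CB (paper's value 1.1, here 0.396) and AKT2 (paper's value 0.47, here 0.152) came within the limit under the direct ratio at 24 h E2 and median ratio scaling. SOS2 (paper's value 0.79, here 0.308), KRAS (paper's value 0.65, here 0.222), BRAF (paper's value 0.75, here 0.189), MAPK1 (paper's value 0.84, here 0.347) and ELK1 (paper's value 0.63, here 0.190) came within the limit under the direct ratio at 24 h E2, the 3 h libraries and median ratio scaling. PLCG1 (paper's value 1.24, here 0.529), SOS1 (paper's value 1.52, here 0.451), MAP2K1 (paper's value 1.68, here 0.806) and AKT1 (paper's value 1.73, here 0.404) came within the limit under the 3 h libraries and median ratio scaling. NRAS (paper's value 0.7, here 0.224) came within the limit under median ratio scaling. ARAF (paper's value 0.54, here 0.170) came within the limit under a pseudocount of 5 and median ratio scaling. PIK3CA (paper's value 1.17, here 0.265) came within the limit under the direct ratio at 24 h E2. MTOR (paper's value 0.62, here 0.199) came within the limit under a pseudocount of 5, the direct ratio at 24 h E2 and median ratio scaling.

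In BT20, 15 of 23 values of Table 2 lay within 1.5 times as deposited and 18 after scaling. SOS1 (paper's value 3.16, here 1.94) and RAF1 (paper's value 1.29, here 0.797) came within the limit under median ratio scaling. TGFA (paper's value 2.64, here 1.05) stayed apart under all of these alternatives. PLCG2 (paper's value 0.96, here 0.293) came within the limit under the 3 h libraries. ARAF (paper's value 0.86, here 0.0524) came within the limit under a pseudocount of 5. BRAF (paper's value 1.47, here 0.809) came within the limit under the direct ratio at 24 h E2 and the 3 h libraries. AKT1 (paper's value 2.33, here 1.32) came within the limit under the direct ratio at 24 h E2. MTOR (paper's value 0.83, here 0.552) came within the limit under a pseudocount of 0.5, a pseudocount of 1, a pseudocount of 5, the direct ratio at 24 h E2, median ratio scaling and short RNAs left out.

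In MDA-MB-231, 12 of 22 values lay within 1.5 times as deposited, 11 after scaling and 0 with exchanged WWOX libraries. EGFR (paper's value 0.48, here 2.29), PLCG1 (paper's value 0.53, here 1.30), PRKCA (paper's value 0.8, here 2.76), SOS1 (paper's value 0.8, here 2.53), ARAF (paper's value 1.46, here 0.328), MAP2K2 (paper's value 0.67, here 2.07) and MAPK3 (paper's value 2.31, here 1.17) stayed apart under all of these alternatives. KRAS (paper's value 0.98, here 1.54) came within the limit under a pseudocount of 5, the direct ratio at 24 h E2 and median ratio scaling. RAF1 (paper's value 0.54, here 1.26) came within the limit under the 3 h libraries. PIK3CB (paper's value 0.82, here 1.54) came within the limit under median ratio scaling. With both exchanged libraries and scaling, a combination chosen after seeing the values, 19 of the 22 lay within 1.5 times. In the copy of the supplement used, which holds the first 1998 of the 13076 rows of Supplementary Table 3, all 5 genes of Table 2 that it holds lie closer to the paper's value in MDA-MB-231 with these libraries exchanged than as labelled: ARAF (1.465 exchanged, 1.298 as labelled, paper's value 1.46), BRAF (1.01, 0.848, paper's value 1.01), AKT1 (0.505, 0.850, paper's value 0.5), AKT2 (1.315, 0.979, paper's value 1.31) and AKT3 (0.570, 0.137, paper's value 0.57). So for these 5 genes the paper's values follow the exchanged order of the supplement, and which order is right was not tested. Both deposited libraries correlated best with their own label in that copy (0.808 for E2 and 0.850 for VC, over 853 genes). The deposit and that sheet thus share 1 order, which does not tell whether it is right. The TPM of that copy give values close to Table 2 for the genes it holds in the other lines, such as ARAF in MCF7 (0.537, paper's value 0.54), AKT1 (1.73, paper's value 1.73) and AKT2 (0.470, paper's value 0.47), and ARAF (0.856, paper's value 0.86) and BRAF (1.48, paper's value 1.47) in BT20. The TPM of the supplement and the deposited TPM differ in scale by library (median ratio 0.774 to 3.19), so for these genes the gap lies between 2 sets of TPM, and its cause was not tested.

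The paper states that MCF7 with low WWOX and estradiol has elevated core members in all branches of the TGFα-EGFR pathway. As deposited 1 of the 20 listed genes had a double ratio above 1, PRKCA, with 1 tag at 24 h E2 in shControl. After scaling 6 did (PLCG1, PRKCA, SOS1, MAP2K1, PIK3CB and AKT1), with some in each branch. On the paper's side of 1 were 14 of the 20 as deposited and 19 after scaling. TGFA and EGFR, which the paper gives as elevated in these cells, are not listed in MCF7, and the BT20 double ratio of TGFA was 1.05. For EGFR in MDA-MB-231 the paper's ratio of 0.48 is on the other side of 1 from the 2.29 here (1.82 after scaling), and on the same side as with exchanged libraries (0.855) and with exchanged and scaled ones (0.420). The paper gives AGR2 as elevated after estradiol in MCF7 and BT20 with lowered WWOX; in MCF7 its double ratio was 0.678 (relative log2 0.81), and it is not listed in BT20. STAT5B and PLCB1 are given as elevated in MCF7 with WWOX silencing, and had double ratios of 0.628 and 0.897 here, although both were higher than most genes, with a relative log2 of 0.80 and 0.95. COL12A1 is given as elevated in the same cells and had a double ratio of 0.543 (relative log2 0.66). BCL9L, given as overexpressed there, had a double ratio of 0.337 and a relative log2 of -0.19, and BMF had fewer tags with E2 than with VC in shWWOX (0.0695 and 3.64 TPM), while shControl had 0 and 1.11 TPM, so its double ratio is not finite. TGFβ is given as lower with ectopic WWOX in MDA-MB-231, and TGFB1 was lower with WWOX on average (18.5 ± 14.9 against 24.8 ± 6.95 TPM, SD, n = 5 libraries) but in 3 of 5 pairs had a higher TPM with WWOX, and it is listed at 0 in the WWOX 3 h VC library that stands apart. The values here for BIRC5, JDP2, KRT8, MYC and TNFRSF12A (higher) and LAMC1, CRKL, JUNB and SHC1 (lower) in MCF7, for KRT18 and CRKL in MDA-MB-231 (on the other side with the WWOX libraries exchanged), and for MYC and KRT15 in BT20 lay on the paper's side of the median of all genes at 24 h. G0S2 was found in BT20 only in the shWWOX 24 h E2 library. Not listed in MCF7, so without a value, are SNAI1, SNAI2, ZEB2 (SIP1), TWIST1, LAMB3, COL9A2, KRT15, DUSP6, G0S2, ANXA1, TGFB2, CBLC, BCL6, CASP4 and PRKG2, and in BT20 DUSP6 and ANXA1.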

Other observations

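The hypotheses weighed for single libraries and comparisons stand with the results above, and no test of this part was planned before the data were examined except the lists and the limma tests. In MCF7 estradiol also raised 3 of 9 genes of the unfolded protein and amino acid stress response and lowered none (4 and 0 adjusted over the list alone; camera adjusted p = 7.22e-03 from limma, adjusted p = 0.540 with an estimated correlation), among them XBP1, the transcription factor of the unfolded protein response, with a relative log2 of 1.64 (adjusted p = 6.93e-06 from limma, higher in 4 of 4 pairs). Of 7 replication-dependent histone genes none passed over all genes and 7 were higher adjusted over the list alone (camera adjusted p = 0.0305 from limma, adjusted p = 0.540 with an estimated correlation, and both list calls were lost after median ratio scaling). Among the named genes outside these groups were RET, a receptor kinase (2.61), SHH, a Hedgehog ligand (2.89), and IGFBP4, which binds insulin-like growth factors (2.49), all higher with estradiol in 4 of 4 pairs, and EFNA1 (-2.12) and BTG2 (-1.92), a growth-inhibiting p53 target, both lower in 4 of 4 pairs. ESR1 itself had 90.5 ± 20.2 TPM with E2 and 138 ± 42.9 TPM with VC (SD, n = 4 libraries) and did not pass (relative log2 -0.97, adjusted p = 0.367 from limma, lower in 4 of 4 pairs). Short and structural RNAs (5 genes, none past the threshold singly) were lower with estradiol as a list (camera adjusted p = 0.0364 from limma, adjusted p = 0.540 with an estimated correlation, and a camera adjusted p of 0.118 after median ratio scaling, which ended the call) and higher with shWWOX (camera adjusted p = 4.20e-12, adjusted p = 0.114 with an estimated correlation).

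BT20, in which TFF1 is not listed and ESR1 reaches at most 5.18 TPM, passed 7 of 6762 genes for estradiol, among them IFI6 (relative log2 0.95, adjusted p = 6.86e-03 from limma, higher in 4 of 4 pairs) and HLA-DQA1 (-1.72, adjusted p = 9.09e-08, lower in 4 of 4 pairs), and none after median ratio scaling (403 at an unadjusted p under 0.05). There HLA-DQA1 had a similar size but did not pass (log2 from -1.61, standard error 0.24, to -1.68, standard error 0.30, adjusted p = 0.120, lower in 4 of 4 pairs), and neither did IFI6 (log2 from 1.06, standard error 0.23, to 0.94, standard error 0.22, adjusted p = 0.784, higher in 3 of 4 pairs). Of 7 histone genes none passed over all genes and 6 were higher over the list alone (camera adjusted p = 3.89e-07 from limma, adjusted p = 0.544 with an estimated correlation), and the list was called for the interaction too (camera adjusted p = 9.22e-04, adjusted p = 0.964 with an estimated correlation). Claudin-low markers (1 of 7 higher, 2 adjusted over the list alone, camera adjusted p = 3.12e-03 from limma, adjusted p = 0.544 with an estimated correlation) hold VIM, which rests on the shWWOX 24 h E2 library. The interferon response (1 of 7 higher, 1 adjusted over the list alone, camera adjusted p = 8.77e-03, adjusted p = 0.822 with an estimated correlation) and short RNAs (3 of 5 higher adjusted over the list alone, camera adjusted p = 3.31e-04, adjusted p = 0.544 with an estimated correlation) were called as well, and these 4 lists stayed called after median ratio scaling. With shWWOX 4 of 18 epithelial genes were lower and none higher (camera adjusted p = 0.0604 from limma), and of 10 anti-apoptotic genes 4 were lower and 1 higher (camera adjusted p = 0.156).

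RPL12 and RPS29 had the 2 highest relative log2 double ratios in MCF7 and in BT20 among genes with a mean of at least 20 TPM and the same sign of the log2 double ratio at 3 h, and no list of ribosomal protein genes was tested. In BT20 shControl RPL12 had 220 TPM at 3 h E2 (10401530 tags) and 756 TPM at 3 h VC (12926575 tags). BT20 libraries of up to 4932246 tags had 85.5 to 202 TPM of it. A link of RPL12 with depth was not tested in either line. In MDA-MB-231 the cell surface receptor CD44 had 254 and 162 TPM with the vector at 24 h E2 and VC and 112 and 190 TPM with WWOX, a relative log2 of 1.05, which turned to -1.004 with the WWOX libraries exchanged. Without estradiol, as the ratio of 24 h VC to 3 h VC in WWOX-low over WWOX-high cells, 20.3% of ERα targets lay past 2-fold in MCF7, 10.1% in BT20 and 68.6% in MDA-MB-231, at percentiles 26.7, 83.4 and 100 of the random lists; the MDA-MB-231 value holds the WWOX 3 h VC library that stands apart.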
